# Immunomodulation of intracranial melanoma in response to blood-tumor barrier opening with focused ultrasound

**DOI:** 10.7150/thno.47983

**Published:** 2020-07-11

**Authors:** Colleen T. Curley, Aaron D. Stevens, Alexander S. Mathew, Katarzyna Stasiak, William J. Garrison, G. Wilson Miller, Natasha D. Sheybani, Victor H. Engelhard, Timothy N.J. Bullock, Richard J. Price

**Keywords:** focused ultrasound, blood-tumor barrier, inflammation, immune cells, RNA sequencing

## Abstract

**Background:** Focused ultrasound (FUS) activation of microbubbles (MBs) for blood-brain (BBB) and blood-tumor barrier (BTB) opening permits targeted therapeutic delivery. While the effects of FUS+MBs mediated BBB opening have been investigated for normal brain tissue, no such studies exist for intracranial tumors. As this technology advances into clinical immunotherapy trials, it will be crucial to understand how FUS+MBs modulates the tumor immune microenvironment.

**Methods and Results:** Bulk RNA sequencing revealed that FUS+MBs BTB/BBB opening (1 MHz, 0.5 MPa peak-negative pressure) of intracranial B16F1cOVA tumors increases the expression of genes related to proinflammatory cytokine and chemokine signaling, pattern recognition receptor signaling, and antigen processing and presentation. Flow cytometry revealed increased maturation (i.e. CD86) of dendritic cells (DCs) in the meninges and altered antigen loading of DCs in both the tumor and meninges. For DCs in tumor draining lymph nodes, FUS+MBs had no effect on maturation and elicited only a trend towards increased presentation of tumor-derived peptide by MHC. Neither tumor endothelial cell adhesion molecule expression nor homing of activated T cells was affected by FUS+MBs.

**Conclusion:** FUS+MBs-mediated BTB/BBB opening elicits signatures of inflammation; however, the response is mild, transient, and unlikely to elicit a systemic response independent of administration of immune adjuvants.

## Introduction

Secondary brain tumors, arising from metastatic spread of extracranial malignancies, are the most common type of brain tumor 1. Up to 20% of cancer patients develop brain metastases, and this number could increase as treatments for primary disease extend patient survival 2. Malignant melanoma has one of the highest propensities for metastasizing to the brain 3. Following the development of brain metastases, patients are faced with a significantly worse prognosis and limited treatment options. Immune checkpoint inhibitors are a class of immunotherapeutic antibodies that have shown remarkable success in a subset of melanoma patients, and recent evidence has demonstrated some efficacy for these therapies in patients with metastatic brain tumors 4,5. However, it is possible that poor penetration of these therapies into the brain parenchyma and the unique immunological milieu of brain limit the efficacy of immunotherapy in the treatment of brain tumors.

A number of factors may contribute to poor penetration and limited efficacy of therapeutics in secondary brain tumors. Like primary brain tumors, metastatic brain tumors develop leaky vasculature. This results in high interstitial fluid pressure and limited convective transport of agents into the tissue, referred to as the blood-tumor barrier(BTB) 1. Despite regions of high vascular permeability, permeability varies between, and even within, single metastatic lesions 6. Additionally, delivery of therapeutic agents to brain metastases is significantly lower compared to peripheral metastases, possibly owing to retention of blood-brain barrier-like properties within a subset of vessels 1,6. Beyond challenges to effective therapeutic delivery, the brain has long been thought of as being relatively quiescent immunologically 7,8. Given these limitations, methods that may improve penetration and efficacy of immunotherapeutics in metastatic brain tumors are greatly needed.

Focused ultrasound applied in the presence of circulating microbubbles (MBs) has the ability to improve delivery and penetration of agents into brain tumor tissue, and therefore is an attractive modality for use in combination with traditional and immune based therapies targeted to intracranial tumors 9,10. Clinical trials have proven the safety and efficacy of FUS + MBs mediated opening of the BBB and/or BTB in human patients with Alzheimer's disease, amyotrophic lateral sclerosis (ALS), and glioblastoma. Furthermore, a clinical trial investigating this approach in the metastatic brain tumor setting is currently underway in patients with brain metastases of Her2+ breast cancer (NCT03714243) 11-13. Additionally, it is possible that FUS+MB BTB opening can modulate the immune microenvironment, which could augment or dampen the efficacy of immune-targeted therapies. In normal brain tissue, FUS + MB BBB opening has the potential to induce a sterile inflammatory response, with acute release of damage-associated molecular patterns (DAMPs), proinflammatory cytokines and chemokines, and trophic factors 14. This response was mostly resolved within 24 hours of treatment. Thus, it is possible that FUS+MB BTB opening could modulate the immune microenvironment to augment the efficacy of immune-targeted therapies in brain tumors.

Given the potential for FUS + MBs to be used along with immunotherapeutic agents, as well as the progression of FUS into clinical trials of patients with metastatic brain tumors, it is important to understand how FUS+MBs modulates the immune landscape of intracranial tumors. Here, using bulk RNA sequencing and flow cytometry, we investigated the effects of FUS+MBs BTB/BBB opening on several aspects of the melanoma brain tumor immune microenvironment, as well as effects in the meninges and draining lymph nodes.

## Results

### FUS+MBs Mediated BTB/BBB Opening in Intracranial B16F1cOVA Melanomas

B16F1cOVA (B16F1 melanoma tumor cells that express the chicken ovalbumin antigen with the secretion sequence deleted) tumor cells (400,000 cells) were implanted into the striatum of wild-type mice. Three days later, FUS+MBs BTB/BBB disruption (1.1 MHz, 0.5 MPa, 0.5% duty cycle) was performed on a subset of tumor-bearing animals, with the remaining sham treated animals undergoing a single contrast enhanced MRI. The 0.5 MPa peak-negative pressure value was chosen to be well within the safe (i.e. stable cavitation) range at 1 MHz when used with this MB formulation in mice with brain tumors 15. For FUS+MBs treated animals, contrast enhanced MRI was performed prior to FUS+MBs treatment to visualize and target the tumor tissue and immediately following treatment to confirm BTB/BBB disruption, as shown in Figure 1A. The hyperintense region in the pre-FUS+MBs image corresponds to the brain tumor, whereas the larger hyperintense region in the post-FUS+MBs image qualitatively indicates enhanced gadolinium delivery, and thus successful BTB/BBB disruption. As a quantitative confirmation of BTB/BBB disruption, mean grayscale intensity for the tumor ROI was determined. Post-FUS+MBs grayscale intensity within the tumor ROI was significantly increased, indicating successful BTB/BBB disruption (Figure 1B).

### FUS+MBs Mediated BTB/BBB Opening in B16F1cOVA Tumors Elicits Increased Proinflammatory Gene Expression

FUS+MBs BTB/BBB disruption was performed on B16F1cOVA tumors 3 days following tumor cell implantation, using the protocol described above. 

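FUS+MBs is focused ultrasound applied while microbubbles circulate in the blood. Sham mice received only 1 contrast-enhanced MRI, without sonication. Treated mice were imaged before and after treatment, with contrast agent injected again for the later image. B16F1cOVA is a B16F1 mouse melanoma line that expresses chicken ovalbumin without its secretion sequence. Tumors grew in the brain from 400000 implanted cells and were treated on day 3 for 2 min with ultrasound of 1.1 MHz, at a peak-negative pressure of 0.5 MPa and a duty cycle of 0.5%. The paper's methods give the MRI scanner's field as 1.5 T and the sample labels give 3 T. Each library came from 1 tumor. At 6 h there were 4 libraries of FUS+MBs treated tumors (12, 14, 15 and 17) and 4 of sham tumors (11, 13, 16 and 19). At 24 h there were 3 of FUS+MBs treated tumors (1, 6 and 10) and 4 of sham tumors (2, 4, 7 and 9). Poly(A) RNA was sequenced in pairs from libraries that keep the strand of the transcript. The authors estimated transcript levels with Salmon 0.11.2 on the mouse mm10 assembly (GRCm38) with the ovalbumin transgene added and summed them per gene with tximport. The deposited values are estimated counts rounded to whole numbers, for 34100 genes, and whether the counting used the strand is not given in the sources used here. Total counts per library ran from 25023689 to 33377155 in sham tumors at 6 h (median 29322228) and from 22879435 to 35859360 in FUS+MBs treated tumors at 6 h (median 27686969). At 24 h they ran from 17045864 to 29513712 in sham tumors (median 23358027.5) and from 22828694 to 29120396 in FUS+MBs treated tumors (median 28203527). The paper's target was 25 M read pairs per library, and the median of the deposited totals, which the values here use, was 28.5 M. The 16597 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test, with 4 group means in 1 fit of the 15 libraries and TMM normalization, so that both times share an estimate of the spread. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Levels are counts scaled to the TMM library size (CPM). Of 60 gene lists, 59 had at least 5 tested members and were tested with camera at a preset correlation between genes of 0.01. Counts were simulated for each gene independently, at the depths of the 15 libraries and with the spread of the shared fit. In the 6 h comparison 75% of genes changed by 1 on the log2 scale and 93% of those changed by 2 were recovered, and 8 of 176 calls were false. At 24 h the shares were 71% and 92%, with 8 of 171 calls false. The simulation held no correlation between genes and no difference in tissue, so these shares need not hold for the real libraries.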

FUS+MBs treated and sham tumors were harvested 6 and 24 hours later, and bulk RNA sequencing was performed on RNA isolated from tumor tissue. 

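Of the 16597 genes tested, 45 passed at 6 h after FUS+MBs, 41 higher and 4 lower than in sham tumors, and 1 passed at 24 h. Ptx3, which encodes a secreted pattern recognition protein of inflamed tissue (ENSMUSG00000027832, chromosome 3 of GRCm38, 66219910 to 66225805), rose to 31.6 ± 19.3 CPM (SD, n = 4) in FUS+MBs treated and 3.53 ± 1.40 CPM (SD, n = 4) in sham tumors, a log2 fold change of 3.17 (standard error 0.47, adjusted p = 0.0201 from edgeR). Irgm1 and Igtp, interferon-inducible GTPases of pathogen defense and similar copies that may share reads, rose by 1.15 and 1.17 on the log2 scale (standard errors 0.16 and 0.17, each at an adjusted p of 0.0201 from edgeR). Among genes of the extracellular matrix, Tgfbi rose to 48.7 ± 16.2 CPM (SD, n = 4) in FUS+MBs treated and 19.5 ± 2.58 CPM (SD, n = 4) in sham tumors, a log2 fold change of 1.32 (standard error 0.19, adjusted p = 0.0201 from the same test), and Tnc, which encodes tenascin C, had a log2 fold change of 1.01 (standard error 0.16, adjusted p = 0.0219 from the same test). Clec4a1, a C-type lectin receptor of myeloid cells, rose by 1.94 (standard error 0.29, adjusted p = 0.0201 from the same test) on the log2 scale. Sphk1, a sphingosine kinase, had a log2 fold change of 1.29 (standard error 0.20, adjusted p = 0.0219 from the same test), and the values were 0.70 for the Src-like adaptor Sla and 0.44 for Stk40 (standard errors 0.10 and 0.07). The 4 lower genes were Tfb1m, a methyltransferase of mitochondrial ribosomal RNA, with a log2 fold change of -0.74 (standard error 0.12, adjusted p = 0.0219 from the same test), Acp6 (-0.46), Zfp658 (-0.58) and the predicted gene Gm5512 (-1.46). At 24 h the gene that passed was Shisa6, which encodes an auxiliary protein of neuronal AMPA receptors (ENSMUSG00000053930, chromosome 11 of GRCm38, 66211725 to 66525964), at 19.6 ± 2.62 CPM (SD, n = 3) in FUS+MBs treated and 9.72 ± 1.11 CPM (SD, n = 4) in sham tumors, a log2 fold change of 1.01 (standard error 0.13, adjusted p = 0.0284 from edgeR). At an unadjusted p under 0.05 there were 1642 genes at 6 h and 552 at 24 h. None of the 45 passed without sham 6 h library 11, 13 or 16 (1297, 1474 and 1760 genes at an unadjusted p under 0.05, with the median log2 fold change of the 41 at 1.15 to 1.26), or in a fit of the 6 h libraries alone (1271 genes, median 1.16), whereas 78, 20 and 14 genes passed without FUS+MBs 6 h library 12, 14 or 17. Shisa6 did not pass without FUS+MBs 6 h library 14 or 17, sham 6 h library 11 or 13, FUS+MBs 24 h library 1 or 6, or sham 24 h library 2, 4 or 7 (log2 fold changes from 0.93 to 1.02).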

In FUS+MBs treated tumors, there were 203 transcripts that were significantly differentially expressed at the 6 hour time point and 37 transcripts at 24 hours (Figure 2A, B). Several transcripts related to inflammation were significantly upregulated at 6 hours post-FUS+MBs. Specifically, transcription of the proinflammatory cytokines tumor necrosis factor (*TNF*) and *IL-6* was significantly increased by roughly 3-fold and 5-fold, respectively (Figure 2C). Additionally, the transcripts for the chemokines *CCL2, CCL12*, *CXCL16*, *CXCL10*, *CCL7*, and *CXCL1* were all significantly increased 6 hours following FUS+MBs treatment (Figure 2C), while ICAM1 exhibited a significant 1.7-fold increase relative to sham animals at 6 hours (Figure 2C). 

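Tnf, the gene of the proinflammatory cytokine tumor necrosis factor (ENSMUSG00000024401, chromosome 17 of GRCm38, 35199381 to 35202007), was at 1.19 ± 0.504 CPM (SD, n = 4) in FUS+MBs treated and 0.338 ± 0.122 CPM (SD, n = 4) in sham tumors at 6 h. The fold change from the fit was 3.43, a log2 fold change of 1.78 (standard error 0.37, adjusted p = 0.0647 from edgeR), which did not pass. Il6, which encodes a cytokine that drives the acute-phase response (ENSMUSG00000025746, chromosome 5 of GRCm38, 30013114 to 30019981), was at 0.680 ± 0.216 CPM (SD, n = 4) in FUS+MBs treated and 0.138 ± 0.123 CPM (SD, n = 4) in sham tumors. Its fold change from the fit was 4.96, a log2 fold change of 2.31 (standard error 0.55, adjusted p = 0.106 from the same test). For each gene every FUS+MBs library lay above every sham library. Of the 16 tested genes of proinflammatory cytokines, 0 passed in edgeR over all genes and 4 were higher adjusted over the list alone, while 6 were higher at an unadjusted p under 0.05, 3 passed in DESeq2 and 1 in limma-voom. The cytokine list was higher as a group, with 12 of 16 members above 0 and a median log2 fold change of 0.49 (adjusted p = 8.6e-06 from camera, adjusted p = 0.0964 with an estimated correlation). Tnf passed without FUS+MBs 6 h library 12, with a log2 fold change of 1.93, and Il6 passed without sham 6 h library 19, with 3.05.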

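Ccl2, a chemokine that draws monocytes out of the blood (ENSMUSG00000035385, chromosome 11 of GRCm38, 82035571 to 82037453), rose at 6 h to 24.0 ± 14.8 CPM (SD, n = 4) in FUS+MBs treated and 2.71 ± 1.16 CPM (SD, n = 4) in sham tumors, a log2 fold change of 3.15 (standard error 0.48, adjusted p = 0.0201 from edgeR). Its neighbor Ccl12, another monocyte chemokine (ENSMUSG00000035352, chromosome 11 of GRCm38, 82101845 to 82103400), rose to 18.6 ± 9.89 CPM (SD, n = 4) in FUS+MBs treated and 4.82 ± 0.878 CPM (SD, n = 4) in sham tumors, a log2 fold change of 1.95 (standard error 0.29, adjusted p = 0.0201 from the same test). Cxcl16 was at 11.9 ± 1.70 CPM (SD, n = 4) in FUS+MBs treated and 6.16 ± 0.744 CPM (SD, n = 4) in sham tumors and did not pass, with a log2 fold change of 0.95 (standard error 0.19, adjusted p = 0.0517 from the same test). Cxcl10, a chemokine induced by interferon, had 21.5 ± 17.6 CPM (SD, n = 4) in FUS+MBs treated and 4.77 ± 1.48 CPM (SD, n = 4) in sham tumors, with 2.17 (standard error 0.42, adjusted p = 0.0509 from the same test). The log2 fold changes of Ccl7 and of the neutrophil chemokine Cxcl1 were 2.11 (standard error 0.49) and 3.00 (standard error 0.74), at adjusted p of 0.103 and 0.108 from edgeR. Icam1, an adhesion molecule that binds leukocytes at the vessel wall, was at 16.7 ± 4.41 CPM (SD, n = 4) in FUS+MBs treated and 9.78 ± 2.08 CPM (SD, n = 4) in sham tumors, a 1.71-fold level with a log2 fold change of 0.77 (standard error 0.20, adjusted p = 0.144 from the same test). Of 29 tested chemokines, Ccl2 and Ccl12 rose, 12 were higher adjusted over the list alone and 24 had a positive log2 fold change (median 0.70, adjusted p = 1.3e-16 from camera, adjusted p = 0.0177 with an estimated correlation). This list holds chemokines that the paper reported from these samples, Ccl2 and Ccl12 among them, so it is not fully independent evidence. Of 13 endothelial adhesion molecules, 0 passed in edgeR and 2 were higher adjusted over the list alone, 4 were higher at an unadjusted p under 0.05, 2 passed in DESeq2 and 1 in limma-voom (median 0.24, adjusted p = 2.5e-04 from camera, adjusted p = 0.152 with an estimated correlation). The 2 members with the smallest p were Icam1 and Cdh5, which encodes the VE-cadherin of endothelial junctions, with a log2 fold change of 0.55 (standard error 0.13, adjusted p = 0.108 from the same test). Markers of endothelial cells, which also include Cdh5, moved with the adhesion molecules, with 10 of 12 positive (median 0.12, adjusted p = 0.0389 from camera, adjusted p = 0.563 with an estimated correlation), and the abundant Flt1, Slco1a4 and Cldn5 had log2 fold changes of 0.10, -0.47 and 0.07. That call ended without sham 6 h library 11 or 13 and turned lower without FUS+MBs 6 h library 14 (adjusted p = 0.122, 0.397 and 0.805 from camera, range 0.00172 to 0.805 over all alternatives), and it ended as well with the tissue mix covariate, fgsea and fry (0.127, 0.203 and 0.460). Of the 13 inflammation genes of Fig. 2C, 2 rose and 10 were higher adjusted over the list alone, which is not independent evidence because the study chose the list on these samples (adjusted p = 3.2e-25 from camera, adjusted p = 0.0209 with an estimated correlation). Ccl2, Ccl7 and Ccl12 are similar neighboring copies that may share reads, and the calls of Ccl2 and Ccl12 ended without sham 6 h library 11, 13 or 16 (log2 fold changes of 2.97 to 3.22 and 1.88 to 1.96). Cxcl16 passed without FUS+MBs 24 h library 6 (0.95), Ccl7 without FUS+MBs 6 h library 12 (2.37), and Cxcl10 without FUS+MBs 6 h library 12 or 15 (2.42 and 2.34), with a value of 1.43 without library 17.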

Several transcripts related to pattern recognition receptors and signaling were also significantly differentially expressed. 

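Clec7a, which encodes Dectin-1, a lectin receptor for fungal glucans on myeloid cells (ENSMUSG00000079293, chromosome 6 of GRCm38, 129461591 to 129472779), rose at 6 h to 9.09 ± 2.67 CPM (SD, n = 4) in FUS+MBs treated and 3.23 ± 1.07 CPM (SD, n = 4) in sham tumors. This is 2.82-fold, a log2 fold change of 1.49 (standard error 0.25, adjusted p = 0.0219 from edgeR). Cd14, a co-receptor for bacterial lipopolysaccharide (ENSMUSG00000051439, chromosome 18 of GRCm38, 36725067 to 36726798), was at 24.9 ± 13.6 CPM (SD, n = 4) in FUS+MBs treated and 10.7 ± 1.54 CPM (SD, n = 4) in sham tumors, 2.33-fold, and did not pass, with a log2 fold change of 1.22 (standard error 0.34, adjusted p = 0.159 from the same test). Pik3ap1, an adaptor of phosphoinositide 3-kinase signaling (ENSMUSG00000025017, chromosome 19 of GRCm38, 41272377 to 41385102), was at 19.0 ± 4.48 CPM (SD, n = 4) in FUS+MBs treated and 12.6 ± 0.919 CPM (SD, n = 4) in sham tumors, 1.51-fold, with a log2 fold change of 0.59 (standard error 0.15, adjusted p = 0.124 from the same test). The scavenger receptor Cd36 and the endosomal receptor Tlr13 had log2 fold changes of 0.56 and 0.37 (standard errors 0.13 and 0.11, adjusted p = 0.108 and 0.196 from edgeR). All 5 genes of this panel had a positive log2 fold change. Clec7a alone passed over all genes and 5 were higher adjusted over the list alone (adjusted p = 2.3e-12 from camera, adjusted p = 0.0177 with an estimated correlation), which is not independent evidence because the study chose the list on these samples. The call of Clec7a ended without sham 6 h library 11, 13 or 16 and without FUS+MBs 6 h library 14 or 17 (log2 fold changes of 1.32 to 1.53). Without FUS+MBs 6 h library 17, the log2 fold change of Cd14 was 0.79.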

Transcripts of the pattern recognition receptors Clec7a and CD14 were increased by 2.8-fold and 2.3-fold, respectively, and the transcript for signaling adaptor molecule Pik3ap1 was increased by 1.5-fold (Figure 2D) 16-19. Lastly, a number of transcripts related to antigen processing and presentation were significantly differentially regulated. Expression of the classical MHCI molecules, H2-K1 and H2-D1, were increased by roughly 1.5-fold 6 hours following treatment (Figure 2E). 

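H2-K1, a classical MHC class I heavy chain that presents peptides to CD8 T cells (ENSMUSG00000061232, chromosome 17 of GRCm38, 33996017 to 34000347), rose at 6 h to 65.8 ± 4.13 CPM (SD, n = 4) in FUS+MBs treated and 42.1 ± 2.03 CPM (SD, n = 4) in sham tumors, which is 1.56-fold and a log2 fold change of 0.64 (standard error 0.11, adjusted p = 0.0251 from edgeR). H2-D1, the other classical heavy chain of these mice (ENSMUSG00000073411, chromosome 17 of GRCm38, 35262730 to 35267499), was at 111 ± 11.4 CPM (SD, n = 4) in FUS+MBs treated and 80.6 ± 9.03 CPM (SD, n = 4) in sham tumors, 1.38-fold, and did not pass, with a log2 fold change of 0.46 (standard error 0.14, adjusted p = 0.200 from the same test). For both genes every FUS+MBs library lay above every sham library. Of the 6 genes in Fig. 2E, H2-K1, Psmb8 and Tap1 rose and all 6 were higher adjusted over the list alone (median log2 fold change 0.59, adjusted p = 4.8e-16 from camera, adjusted p = 0.0158 with an estimated correlation), which is not independent evidence because the study chose the list on these samples. H2-K1 and H2-D1 are similar copies of a gene family and may share reads. The call of H2-K1 ended without sham 6 h library 11, 13 or 16 and without FUS+MBs 6 h library 14 or 17 (log2 fold changes of 0.61 to 0.67).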

PSMB8, a subunit of the immunoproteasome involved in antigen processing, was increased by about 1.5-fold at both 6 and 24 hours after treatment (Figure 2E) 20. 

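Psmb8 (ENSMUSG00000024338, chromosome 17 of GRCm38, 34197721 to 34201454) encodes an inducible catalytic subunit of the immunoproteasome, which cleaves proteins into peptides for MHC class I. At 6 h it rose to 9.40 ± 0.887 CPM (SD, n = 4) in FUS+MBs treated and 6.02 ± 0.535 CPM (SD, n = 4) in sham tumors, 1.56-fold, a log2 fold change of 0.64 (standard error 0.11, adjusted p = 0.0297 from edgeR). At 24 h its level was 12.7 ± 1.34 CPM (SD, n = 3) in FUS+MBs treated and 8.37 ± 1.03 CPM (SD, n = 4) in sham tumors, 1.52-fold, with a log2 fold change of 0.60 (standard error 0.12, adjusted p = 0.637 from the same test), and it did not pass. At each time every FUS+MBs library lay above every sham library, and the log2 fold change at 24 h minus that at 6 h was -0.04 (standard error 0.17, adjusted p = 1.00 from the same test). The related subunit gene Psmb9 had log2 fold changes of 0.53 at 6 h and 0.51 at 24 h (standard errors 0.18 and 0.19), neither past the threshold. The call of Psmb8 at 6 h ended without sham 6 h library 11, 13 or 16 and without FUS+MBs 6 h library 12, 14 or 17 (log2 fold changes of 0.60 to 0.64). The log2 fold change of Psmb9 at 24 h was 0.20 without FUS+MBs 24 h library 1.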

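Tap1 and Tap2 encode both chains of the transporter that carries peptides into the endoplasmic reticulum. Tap1 (ENSMUSG00000037321, chromosome 17 of GRCm38, 34187553 to 34197225) rose at 6 h to 20.3 ± 3.58 CPM (SD, n = 4) in FUS+MBs treated and 11.7 ± 0.538 CPM (SD, n = 4) in sham tumors, 1.74-fold, a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.0201 from edgeR). Tap2 (ENSMUSG00000024339, chromosome 17 of GRCm38, 34203527 to 34216321) was at 17.7 ± 1.66 CPM (SD, n = 4) in FUS+MBs treated and 13.5 ± 1.02 CPM (SD, n = 4) in sham tumors, 1.32-fold, and did not pass, with a log2 fold change of 0.40 (standard error 0.13, adjusted p = 0.260 from the same test). Every FUS+MBs library lay above every sham library for both genes. At 24 h the log2 fold changes were 0.42 for Tap1 and 0.03 for Tap2 (standard errors 0.13 and 0.14, adjusted p = 1.00 and 1.00 from edgeR). The effect of FUS+MBs at 24 h minus that at 6 h was -0.38 (standard error 0.18, adjusted p = 1.00 from the same test) on the log2 scale for Tap1. Tap1, Psmb8 and Tap2 follow each other on the plus strand, and Psmb9, on the minus strand (34181987 to 34187764), overlaps the start of Tap1. Because the use of strand in the counting is not given, reads from the genes in that overlap cannot be told apart. The call of Tap1 ended without sham 6 h library 11, 13 or 16 (log2 fold changes of 0.78 to 0.83).

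**Figure D1:**
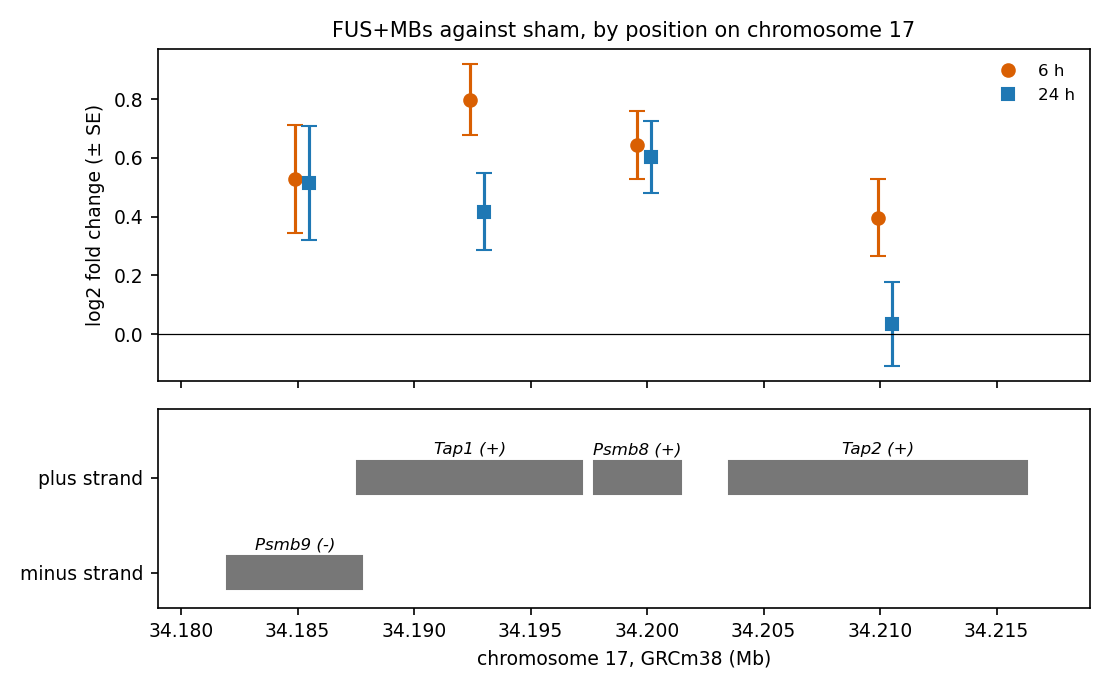
Log2 fold changes of FUS+MBs treated against sham tumors (upper panel, y axis, with standard errors) for Psmb9, Tap1, Psmb8 and Tap2, by position on chromosome 17 of GRCm38 in Mb (x axis), at 6 h (circles) and 24 h (squares). The lower panel draws each gene on its strand. At 6 h the 4 values lie between 0.40 and 0.80, and at 24 h between 0.03 and 0.60.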

Gene transcripts for TAP1 and TAP2, which are transporter proteins involved in shuttling peptides into the endoplasmic reticulum for loading onto MHCI molecules, were increased by 1.7 and 1.3-fold, respectively (Figure 2E) 21.

### FUS+MBs Mediated BTB/BBB Opening in B16F1cOVA Tumors Significantly Enriches Proinflammatory Gene Sets

Beyond assessment of changes in individual transcripts, we performed gene set enrichment analysis to ascertain whether changes in gene expression were also associated with known biological processes**.** GSEA revealed numerous differentially expressed pathways related to inflammation in FUS+MBs treated tumors at 6 hours and 24 hours post-treatment. Specifically, normalized enrichment scores (NES) were significantly increased at both time points for several GO terms involving proinflammatory cytokines, including Interferon Gamma Mediated Signaling Pathway, Response to Type 1 Interferon, Cellular Response to Interleukin 1, Positive Regulation of Interleukin 6 Production, and Response to Tumor Necrosis Factor (Figure 3). Furthermore, the NES for Pattern Recognition Receptor Signaling Pathway was significantly increased at both time points, and I Kappab Kinase NF Kappab Signaling was increased 6 hours post-FUS (Figure 3). 

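Of 59 lists tested, which were written from general knowledge of the processes the paper names, of cells the tissue can hold and of library quality, 36 were higher and 3 lower after FUS+MBs at 6 h at an adjusted p under 0.05 from camera, and 17 were higher and 3 lower at 24 h. Several lists hold genes that the paper reported from these samples, such as Ccl2, Clec7a and Tap1, and are not fully independent evidence. Among 14 genes of dendritic cell maturation at 6 h, 0 passed in edgeR, 6 were higher and 1 lower adjusted over the list alone, 6 were higher and 1 lower at an unadjusted p under 0.05, 1 passed in DESeq2 and 0 in limma-voom (median log2 fold change 0.35, adjusted p = 8.6e-07 from camera, adjusted p = 0.0448 with an estimated correlation). One of its members with the smallest p was Ccr7, a receptor that guides mature dendritic cells to lymph nodes, with a log2 fold change of 1.44 (standard error 0.39, adjusted p = 0.154 from edgeR). Dendritic cell markers, which include Ccr7, moved with this list, with 8 of 12 positive (median 0.21, adjusted p = 0.0159 from camera, adjusted p = 0.0587 with an estimated correlation), and more dendritic cells were not told apart from more maturation. Markers of monocytes and macrophages moved with the inflammatory lists. All 14 tested markers had a positive log2 fold change at 6 h (median 0.61), Chil3, a chitinase-like protein of activated macrophages that was named after its values were seen, rose by 2.06 (standard error 0.36, adjusted p = 0.0296 from the same test) on the log2 scale, and 6 were higher adjusted over the list alone (adjusted p = 2.0e-09 from camera, highest 0.0217 over all alternatives). The abundant markers Fn1, Lyz2 and Vcan had log2 fold changes of 0.18, 0.20 and 0.06 (standard errors 0.18, 0.27 and 0.18). At 24 h, 10 of these markers were positive (median 0.34, adjusted p = 0.00116 from camera, adjusted p = 0.247 with an estimated correlation), with 0 genes past the test in edgeR, 1 at an unadjusted p under 0.05, and 0 in DESeq2 and in limma-voom. All 11 tested microglia markers had a negative log2 fold change at 6 h (median -0.15, adjusted p = 4.9e-05 from camera, adjusted p = 0.247 with an estimated correlation). Of these, 0 passed in edgeR, 3 were lower adjusted over the list alone, 5 at an unadjusted p under 0.05, 1 in DESeq2 and 0 in limma-voom, and the abundant Hexb, Cx3cr1 and Fcrls had log2 fold changes of -0.04, -0.04 and -0.03. The MSigDB sets were not used here. Of the lists of library quality, mitochondrially encoded genes were higher at 6 h, with all 13 positive and a median of 0.09 (adjusted p = 0.00774 from camera, adjusted p = 0.563 with an estimated correlation), a call that ended without FUS+MBs 6 h library 17 or sham 6 h library 19 (0.0865 and 0.377, range 7.8e-08 to 0.563 over all alternatives), and cytosolic ribosomal protein genes did not pass (adjusted p = 0.824 from camera). With a correlation estimated for each list, 14 lists passed at 6 h, all higher, and 0 at 24 h (11 at an unadjusted p under 0.05), and fry, which tests whether genes of a list move 1 way on balance without comparing them with other genes, called 24 lists at 6 h and 0 at 24 h (4 at an unadjusted p under 0.05). Without sham 24 h library 2, 32 lists passed at 24 h, the call of the dendritic cell markers ended without FUS+MBs 6 h library 15 or sham 6 h library 16 (adjusted p = 0.0501 and 0.0512 from camera, range 0.00388 to 0.0587 over all alternatives), and the microglia call ended without sham 6 h library 16 (adjusted p = 0.0512 from camera, with a range of 3.4e-08 to 0.247 over all alternatives), as did that of the monocyte and macrophage markers at 24 h without sham 24 h library 9 (0.0699, range 3.5e-05 to 0.447).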

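At 6 h, all 37 tested genes of the type I interferon response had a positive log2 fold change, with a median of 0.83, and 33 were higher adjusted over the list alone (adjusted p = 7.3e-36 from camera, highest 0.0448 over all alternatives). DESeq2 called 13 of these genes and limma-voom 1. Over all genes 1 of them rose, Stat2, which encodes a transcription factor of interferon signaling (ENSMUSG00000040033, chromosome 10 of GRCm38, 128270559 to 128292849), at 60.5 ± 5.25 CPM (SD, n = 4) in FUS+MBs treated and 38.5 ± 5.51 CPM (SD, n = 4) in sham tumors, a log2 fold change of 0.65 (standard error 0.12, adjusted p = 0.0464 from edgeR). In the interferon gamma response, 7 of 29 tested genes rose, 15 were higher adjusted over the list alone and 23 were positive (median 0.53, adjusted p = 9.8e-25 from camera, highest 0.0214 over all alternatives). They were the GTPases Irgm1, Irgm2, Igtp, Iigp1, Gbp5, Gbp6 and Gbp7, families of similar copies that may share reads, and all but Irgm1 and Igtp were named after their values were seen. The log2 fold changes of Iigp1 and Gbp5 were 1.68 and 1.43 (standard errors 0.32 and 0.24). Of 22 tested genes of the interleukin 6 and acute-phase response, 4 rose, 11 were higher adjusted over the list alone and 20 were positive (adjusted p = 5.2e-21 from camera, highest 0.0308 over all alternatives). They were Socs3, a feedback inhibitor of cytokine signaling, at 54.1 ± 20.2 CPM (SD, n = 4) in FUS+MBs treated and 20.0 ± 2.49 CPM (SD, n = 4) in sham tumors, a log2 fold change of 1.44 (standard error 0.24, adjusted p = 0.0241 from edgeR), the metalloreductase gene Steap4 (1.72), and Fga and Il4ra (1.05), the last named after its values were seen. In the interleukin 1 list 20 of 22 genes were positive and in the tumor necrosis factor list 19 of 22, with Ccl2 the gene that rose in each and 8 higher adjusted over the list alone in each (adjusted p = 1.9e-14 and 4.6e-10 from camera, adjusted p = 0.0587 in each with an estimated correlation). At 24 h, 0 genes of these 5 lists passed in edgeR. At an unadjusted p under 0.05 there were 0 of type I interferon, 1 of interferon gamma, 2 of tumor necrosis factor, 2 of interleukin 1 and 4 of interleukin 6 that were higher, DESeq2 called 1 of interleukin 1 and 2 of interleukin 6, and limma-voom called 0. The interleukin 6 list was higher (adjusted p = 2.0e-05 from camera, adjusted p = 0.427 with an estimated correlation), led by the acute-phase genes Lcn2 and Timp1, and the interleukin 1 list was higher (adjusted p = 0.0346 from camera, adjusted p = 0.762 with an estimated correlation). The lists of type I interferon, interferon gamma and tumor necrosis factor did not pass at 24 h (adjusted p = 0.176, 0.183 and 0.138 from camera), and the last had a median of 0.07 and a mean of -0.03. The effect at 24 h minus that at 6 h was negative for 37 of 37 type I interferon genes (median -0.76, adjusted p = 1.8e-21 from camera, adjusted p = 0.365 with an estimated correlation) and lower for the interferon gamma and tumor necrosis factor lists (adjusted p = 1.8e-14 and 5.9e-05 from camera, adjusted p = 0.194 and 0.373 with an estimated correlation). For interleukin 1 and interleukin 6, 5 and 6 genes were lower in this difference at an unadjusted p under 0.05 in edgeR, and 0 higher. The call of Stat2 ended without any 1 library other than sham 24 h library 4 or 7 (log2 fold changes of 0.56 to 0.71), and those of Socs3 and Steap4 without sham 6 h library 11, 13 or 16 or FUS+MBs 6 h library 17 and, for Steap4, without FUS+MBs 6 h library 14 or FUS+MBs 24 h library 6 (1.19 to 1.43 and 1.42 to 1.71). The interleukin 1 call at 24 h ended without FUS+MBs 24 h library 6 or 10 or sham 24 h library 4, 7 or 9 (adjusted p = 0.290, 0.11, 0.164, 0.429 and 0.267 from camera, with a range of 1.9e-05 to 0.956 over all alternatives) and with no filter or fgsea (0.0659 and 0.0770), while the type I interferon and tumor necrosis factor lists passed without sham 24 h library 2 (0.00812 and 9.1e-04) and the interferon gamma list without FUS+MBs 24 h library 10 (0.00837).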

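Among 36 tested pattern recognition receptors, Clec7a rose at 6 h, 7 were higher adjusted over the list alone and 32 had a positive log2 fold change (median 0.33, adjusted p = 3.7e-11 from camera, adjusted p = 0.0542 with an estimated correlation). At 24 h 29 were positive and 5 were higher adjusted over the list alone (adjusted p = 2.4e-09 from camera, adjusted p = 0.247 with an estimated correlation), with 0 genes past the test in edgeR, 6 at an unadjusted p under 0.05, and 0 in DESeq2 and in limma-voom. The receptors with the smallest p at 24 h were the macrophage scavenger receptors Marco and Msr1. Msr1 was at 16.6 ± 1.35 CPM (SD, n = 3) in FUS+MBs treated and 9.66 ± 1.79 CPM (SD, n = 4) in sham tumors, a log2 fold change of 0.77 (standard error 0.22, adjusted p = 1.00 from edgeR). Of 26 adaptors and kinases downstream of these receptors, 20 were positive at 6 h (median 0.11, adjusted p = 0.0136 from camera, adjusted p = 0.450 with an estimated correlation) and 18 at 24 h (adjusted p = 0.00280 from camera, adjusted p = 0.497 with an estimated correlation). Irf3, a transcription factor that induces interferon genes, had a log2 fold change of -0.35 (standard error 0.10, adjusted p = 0.189 from the same test) at 6 h, and Casp1 and Pycard, parts of the inflammasome, had 0.47 and 0.64 at 24 h (standard errors 0.15 and 0.21). No adaptor passed in edgeR at either time (0 genes). At 6 h 1 was higher adjusted over the list alone, 3 were higher and 1 lower at an unadjusted p under 0.05, 1 passed in DESeq2 and 0 in limma-voom, and at 24 h 3 were higher at an unadjusted p under 0.05 and 0 in DESeq2 and in limma-voom. Of 29 genes of the NF-kappaB pathway and its feedback, 18 were positive at 6 h (median 0.06, adjusted p = 4.4e-05 from camera, adjusted p = 0.215 with an estimated correlation), 0 passed in edgeR, 5 were higher adjusted over the list alone, 9 at an unadjusted p under 0.05, and 4 in DESeq2 and in limma-voom. The kinases Map3k14, which activates the noncanonical pathway, and Map3k8 had log2 fold changes of 0.55 and 0.85 (standard errors 0.12 and 0.18, adjusted p = 0.0684 and 0.0707 from edgeR). The NF-kappaB list did not pass at 24 h (median -0.01, mean 0.01, adjusted p = 0.909 from camera), with 0 genes past the test in edgeR, 1 higher at an unadjusted p under 0.05 and 0 in DESeq2 and in limma-voom. Its effect at 24 h was lower than at 6 h (adjusted p = 0.00174 from camera, adjusted p = 0.460 with an estimated correlation), and that of the receptors did not pass the test of the difference (adjusted p = 0.209 from camera). The adaptor call at 6 h ended without FUS+MBs 6 h library 17 or sham 6 h library 13 or 16 (adjusted p = 0.0903, 0.190 and 0.0527 from camera, with a range of 3.7e-04 to 0.450 over all alternatives), and that at 24 h without FUS+MBs 24 h library 10 or sham 24 h library 7 (0.125 and 0.228, range 1.3e-04 to 0.676).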

GO terms related to innate immune cell chemotaxis were enriched at both time points. Monocyte and Macrophage chemotaxis were increased at 6 hours, whereas Dendritic Cell Chemotaxis and Positive Regulation of Neutrophil Migration had significant NES at both time points (Figure 3). 

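Of 22 tested genes of monocyte and macrophage chemotaxis, the chemokines Ccl2 and Ccl12 rose at 6 h, 9 were higher adjusted over the list alone and 18 had a positive log2 fold change (median 0.58, adjusted p = 1.3e-16 from camera, highest 0.0217 over all alternatives). At 24 h 17 were positive (adjusted p = 6.7e-04 from camera, adjusted p = 0.422 with an estimated correlation). The smallest p was that of C3ar1, the receptor for complement C3a, with a log2 fold change of 0.54 (standard error 0.16, adjusted p = 1.00 from edgeR). Ccr2, the receptor for Ccl2 (ENSMUSG00000049103, chromosome 9 of GRCm38, 124101950 to 124113557), was at 6.21 ± 0.762 CPM (SD, n = 3) in FUS+MBs treated and 3.38 ± 0.327 CPM (SD, n = 4) in sham tumors at 24 h, with a log2 fold change of 0.88 (standard error 0.29, adjusted p = 1.00 from the same test), and had 0.72 at 6 h (standard error 0.27, adjusted p = 0.342 from edgeR). In dendritic cell chemotaxis, 9 of 13 genes were positive at 6 h (median 0.18, adjusted p = 0.00118 from camera, adjusted p = 0.0964 with an estimated correlation) and 10 at 24 h (adjusted p = 0.00280 from camera, adjusted p = 0.247 with an estimated correlation). Ccl5, a chemokine for T cells and dendritic cells, had a log2 fold change of 0.96 (standard error 0.30, adjusted p = 0.22 from the same test) at 6 h, and Ccr7 had 1.09 at 24 h (standard error 0.41). In neutrophil migration, 15 of 17 genes were positive at 6 h (median 0.55, adjusted p = 4.0e-06 from camera, adjusted p = 0.149 with an estimated correlation) and 12 at 24 h (adjusted p = 0.0269 from camera, adjusted p = 0.699 with an estimated correlation). S100a8, a calcium-binding protein abundant in neutrophils, had a log2 fold change of 2.00 (standard error 0.62, adjusted p = 0.218 from the same test) at 6 h, and 1.10 without FUS+MBs 6 h library 17. In edgeR 0 dendritic cell genes passed at 6 h (5 higher at an unadjusted p under 0.05, 2 adjusted over the list alone, 0 in DESeq2 and in limma-voom) and 0 neutrophil genes (7 higher at an unadjusted p under 0.05, 1 adjusted over the list alone, 1 in DESeq2 and 0 in limma-voom). At 24 h 0 genes of the 3 lists passed in edgeR, DESeq2 or limma-voom, and 2 of each were higher at an unadjusted p under 0.05. The effect on monocyte and macrophage chemotaxis was lower at 24 h than at 6 h (adjusted p = 9.3e-06 from camera, adjusted p = 0.365 with an estimated correlation), as was that on neutrophil migration (adjusted p = 0.0339 from camera, adjusted p = 0.627 with an estimated correlation), and that on dendritic cell chemotaxis did not pass (adjusted p = 0.638 from camera). The dendritic cell call at 24 h ended without sham 24 h library 9 (adjusted p = 0.0732 from camera, with a range of 1.8e-04 to 0.439 over all alternatives) and with fgsea (0.0937), and the neutrophil call without FUS+MBs 24 h library 10 or sham 24 h library 7 or 9 (0.11, 0.371 and 0.182, range 2.5e-05 to 0.904) and with no filter or fgsea (0.0642 and 0.221).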

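Of 24 genes of MHC class I antigen processing and presentation, 5 rose at 6 h, 13 were higher adjusted over the list alone and 21 had a positive log2 fold change (median 0.34, adjusted p = 2.5e-19 from camera, highest 0.0217 over all alternatives). The 5 were Tap1, Psmb8, H2-K1 and the MHC class I heavy chain genes H2-Q4 and H2-Q6. H2-Q4 (ENSMUSG00000035929, chromosome 17 of GRCm38, 35379617 to 35385290) was at 21.2 ± 2.48 CPM (SD, n = 4) in FUS+MBs treated and 11.3 ± 0.434 CPM (SD, n = 4) in sham tumors, a log2 fold change of 0.92 (standard error 0.15, adjusted p = 0.0219 from edgeR), and H2-Q6, named after its values were seen, had a log2 fold change of 1.23 (standard error 0.20, adjusted p = 0.0219 from the same test). The H2 genes are similar copies that may share reads. At 24 h 19 of the 24 were positive (median 0.16, adjusted p = 5.0e-06 from camera, adjusted p = 0.247 with an estimated correlation). In edgeR 0 of them passed at 24 h, 1 was higher adjusted over the list alone, 4 at an unadjusted p under 0.05, 1 in DESeq2 and 0 in limma-voom, and the smallest p were those of Psmb8 and Tap1. The effect on the list was lower at 24 h than at 6 h (median -0.17, adjusted p = 2.8e-05 from camera, adjusted p = 0.373 with an estimated correlation). The call of H2-Q4 ended without sham 6 h library 11, 13 or 16 or FUS+MBs 6 h library 14 or 17 (log2 fold changes of 0.86 to 0.92).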

Lastly, Antigen Processing and Presentation of Exogenous Peptide via MHC class I was significantly enriched with FUS+MBs compared to sham treated tumors at both 6 and 24 hours (Figure 3). Based on these significantly enriched gene sets and transcript level data, FUS+MBs BTB/BBB disruption is generating an acute proinflammatory response in the tumor tissue. 

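Taken over the lists, the tumors harvested 6 h after FUS+MBs held more transcript of monocyte chemokines, interferon-inducible genes, acute-phase genes and MHC class I genes than sham tumors, and markers of monocytes and macrophages were higher with them as a list. There are 35 ways to part the libraries of 6 h into groups of 4. Of these 5, the real one included, called at least 39 lists, so chance cannot be excluded for that number. Markers of dendritic cells and of endothelial cells and the mitochondrially encoded genes were higher as lists with the preset correlation and not with an estimated one (adjusted p = 0.0587, 0.563 and 0.563), and the endothelial list turned lower without FUS+MBs 6 h library 14. The mean log2 CPM of the 37 type I interferon genes differed between FUS+MBs treated tumors at 6 h, at 4.17 and 4.21 in libraries 12 and 17 and at 3.45 and 3.14 in libraries 14 and 15, against 2.76 to 3.22 in sham tumors. The ovalbumin transgene of the tumor cells, cOva, was at 53.9 ± 12.7 CPM (SD, n = 4) in FUS+MBs treated and 54.8 ± 13.7 CPM (SD, n = 4) in sham tumors at 6 h, a log2 fold change of -0.02 (standard error 0.18, adjusted p = 0.994 from edgeR). Cd86, a costimulatory molecule of antigen-presenting cells (ENSMUSG00000022901, chromosome 16 of GRCm38, 36603869 to 36666081), was at 11.3 ± 3.07 CPM (SD, n = 4) in FUS+MBs treated and 7.52 ± 1.17 CPM (SD, n = 4) in sham tumors, with a log2 fold change of 0.58 (standard error 0.16, adjusted p = 0.173 from the same test), and at 0.37 without FUS+MBs 6 h library 17. From raised transcripts of cytokines, chemokines, pattern recognition and antigen presentation in Fig. 2 and the gene sets of Fig. 3, the paper concludes that opening of the barrier generates an acute proinflammatory response in the tumor tissue.

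**Figure D2:**
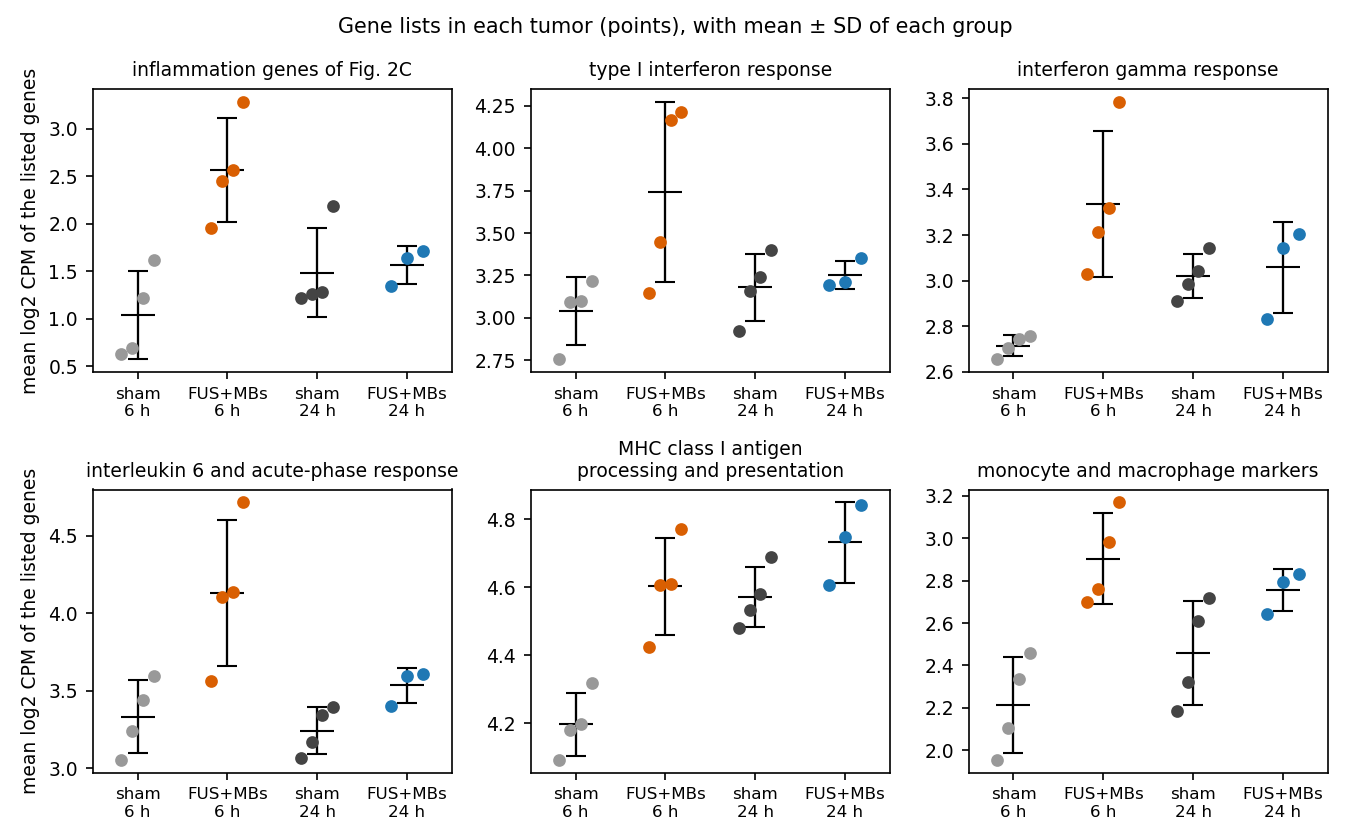
Mean log2 CPM of the tested genes (y axis) of 6 lists in each tumor (points), with the mean and SD of each group, for sham and FUS+MBs treated tumors at 6 h and 24 h (x axis, n = 4, 4, 4 and 3). In the type I interferon list the FUS+MBs treated tumors at 6 h lie at 3.14 to 4.21 and the sham tumors of that time at 2.76 to 3.22, and at 24 h the groups overlap.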

Since these proinflammatory processes may support the generation of an antitumor immune response, we chose to further investigate the impact of the inflammatory events stimulated by FUS+MBs BTB/BBB opening on the innate and adaptive cellular components of anti-tumor immunity.

### Flow Cytometry Analysis of Innate Immune Cell Representation in FUS+MBs Treated and Sham B16F1ZsGreenOVA Tumors

The increased expression of numerous proinflammatory cytokines, including IL6 and TNFα and chemokines involved in immune cell chemotaxis observed via bulk RNA sequencing, could support trafficking and maturation of various immune cell populations to and from the tumor tissue. Therefore, we tested whether myeloid and dendritic cell populations were enhanced within FUS+MBs treated tumors compared to sham at 2 and 4 days post treatment. We harvested treated and sham B16ZsGreenOVA tumors at the 2 and 4 day time points post treatment and examined innate immune cell phenotype and numbers via flow cytometry. For this flow cytometry experiment (see Figure S1 for the gating strategy), we used a different tumor model (B16F1ZsGreenOVA) to allow for tracking of the ZsGreen tumor antigen, as will be described in subsequent sections. No changes were observed in any of the evaluated cell types, which included DC (CD11c hi) and myeloid cells (CD11b+), as well as specific cellular subsets of DC (CD11c hi CD11b+ and CD11c hi CD103+) and other myeloid subsets (macrophages: CD11b+ F4/80+, monocytic myeloid cells: CD11b+ Ly6C hi, and granulocytic myeloid cells: CD11b+ Ly6C mid) in FUS+MBs treated tumors two days and four days post treatment (Figure S2). Thus, we observed no acute increase in the recruitment of innate immune cells despite enhanced chemokine expression.

### Dendritic Cell Activation Marker Expression in Intracranial B16F1ZsGreenOVA Tumors, Meninges, and Superficial Cervical Lymph Nodes

Given the observed FUS+MBs induced gene signatures related to proinflammatory cytokine release and signaling, which can support dendritic cell maturation, we tested whether FUS+MBs treatment can increase DC maturity. As described above, FUS+MBs treated and sham B16F1ZsGreenOVA tumors were harvested, along with the meninges and superficial cervical lymph nodes (SLNs), which have been indicated to drain meningeal lymphatics 22 at 2 days and 4 days following treatment. We assessed DC expression of CD86, a costimulatory molecule that is increased upon DC maturation, to test whether FUS+MBs treatment induced increased DC maturity. For tumor-resident DCs, we found no changes in CD86 at either time point (Figure 4A,B; Figure S3A,B). In the meninges, we observed no changes in the proportion of DCs expressing CD86, but there was a significant increase in the amount of CD86 expressed in DCs two days post FUS+MBs (Figure 4C,D), with no changes observed at 4 days (Figure S3C,D). This could indicate increased meningeal DC maturity in the FUS+MBs treated animals 2 days post treatment. Additionally, we observed no significant changes in expression of CD86 in the DC population within the superficial cervical lymph nodes (Figure 4E,F, Figure S3E,F).

### Flow Cytometry Analysis of ZsGreen Antigen Uptake and OVA Peptide Presentation in DCs in the Tumor, Meninges, and SLN of Intracranial B16F1ZsGreenOVA Tumor-Bearing Mice

Based on the gene expression signatures from bulk RNA sequencing, which indicated significant upregulation of several genes related to antigen processing and presentation, we tested whether FUS+MBs BTB/BBB opening altered dendritic cell antigen uptake and presentation. As previously mentioned, the tumor cells used in these studies were B16F1ZsGreenOVA cells, which are stably transfected to express MHC-restricted peptides derived from OVA in frame with ZsGreen fluorescent protein. This allowed us to use ZsGreen fluorescence as a marker for antigen uptake in the tumor (Figure S1F) and meningeal DCs. Additionally, we stained for the SIINFEKL peptide MHC class I (H-2K^b^) complex on DCs, indicating cross-presentation of the OVA257-364 peptide via MHC I. In tumor tissue, we detected an increased percentage of ZsGreen positive CD11c hi dendritic cells two days after FUS treatment, but no difference was seen in ZsGreen geometric mean fluorescence (GMF) in this population (Figure 5A, B). In the meninges, there were no changes in percentage of ZsGreen+ DCs, however there was a significant decrease in ZsGreen GMF two days post FUS (Figure 5C,D). This decrease in ZsGreen abundance may signify a downregulation of phagocytosis or degradation of acquired antigen within this cell population that occurs upon DC activation and maturation, which further supports increased meningeal DC maturity following FUS+MBs treatment, We saw no changes in MHC-SIINFEKL staining on DCs in the tumor or meninges (Figure 5E, F,G,H). There was also no change in the percentage of cells expressing the MHC-SIINFEKL complex in the superficial cervical lymph nodes 2 days post-FUS+MBs, but there was a trend towards increased GMF of MHC-SIINFEKL staining (Figure 5I,J). This may indicate increased antigen drainage to the lymph nodes. There were no significant changes in ZsGreen or MHC-SIINFEKL in DC populations 4 days post treatment (Figures S4).

### Endothelial Cell Adhesion Molecule Expression in Intracranial B16F1cOVA Tumors

The release of proinflammatory cytokines, such as TNFα, can induce expression of cell adhesion molecules on the surface of endothelial cells, ultimately contributing to leukocyte homing into inflamed tissue. Thus, we investigated whether FUS-induced inflammation led to differences in expression of cell adhesion molecules E-selectin, P-Selectin, ICAM-1, and VCAM-1 on intracranial B16F1cOVA tumor CD31+ endothelial cells 6 hours post FUS+MBs BTB/BBB opening. We saw no differences in the percentages of endothelial cells expressing these molecules in FUS+MBs treated tumors (Figure 6A-D). Additionally, we stained for E-selectin, ICAM-1, and VCAM-1 on tumor endothelial cells roughly 24 hours post FUS+MBs BTB/BBB opening in intracranial B16F1cOVA and in the less immunogenic B16F1 tumors. We saw no differences in expression of these cell adhesion molecules on B16F1cOVA tumors (Figure S5A-C), but found a significant decrease in the percentage of endothelial cells expressing E-selectin in FUS-treated B16F1 tumors (Figure S5D). However, we saw no changes in the other two cell adhesion molecules (Figure S5E,F). Thus, FUS+MBs induced inflammation in intracranial B16 melanoma tumors is insufficient to alter protein expression of cell adhesion molecules on endothelial cells at the tested time points.

### Activated T Cell Homing in Tumors and Meninges

Results from RNA sequencing showed increased expression of proinflammatory cytokines and chemokines in intracranial melanoma tumors 6 hours post-FUS+MBs treatment. We were interested in whether FUS+MBs treatment could enhance the ability of activated T cells to home to the tumor site, possibly through release of these soluble mediators. To test this, we performed an adoptive cell transfer of activated OT-1 cells (TCR transgenic CD8+ T cells specific for OVA) immediately prior to FUS+MBs BTB/BBB opening in B16F1cOVA tumors, 6 days after tumor implantation. Eighteen hours post treatment we harvested the tumors and meninges, and transferred cell numbers in these tissues were assessed by flow cytometry (see Figure S6 for gating strategy). There were no differences in the number of transferred OT-1 cells in the tumor or meninges in FUS+MBs treated versus sham animals (Figures 7A and C). Normalizing the number of transferred OT1 cells in the tumor and meninges to the number of OT1 cells in the spleen to account for possible variations in cell engraftment did not affect this result (Figure 7B and D). Furthermore, when activated T cells from Pmel TCR transgenic mice (whose TCR are specific for the gp100 antigen expressed by B16F1cOVA) were transferred 24 hours following FUS+MBs treatment of B16F1cOVA and harvested 5 hours later, we found no differences in the number of activated Pmel or non-specific T cells in the tumor or meninges (Figure S7).

## Discussion

We characterized the effect of FUS+MBs BTB/BBB opening in intracranial melanoma tumors on multiple facets of the immune landscape in the tumor, meninges, and CNS-draining lymph nodes. Bulk RNA sequencing of tumor tissue revealed increased expression of several proinflammatory cytokines and chemokines, as well as genes involved in pattern recognition receptor signaling and antigen processing and presentation via MHC class I in FUS+MBs treated tumors. We then utilized a similar B16F1 cell line expressing recombinant ZsGreen in frame with MHC class I and class II-restricted OVA peptides to assess FUS+MBs effects on innate immune cell numbers, DC expression of maturation markers, and DC tumor antigen uptake and presentation via flow cytometry. We observed increased CD86 expression and decreased ZsGreen antigen load in the meningeal DC population, and the percentage of ZsGreen-positive DCs in FUS+MBs treated tumors was increased two days post-treatment. Lastly, we tested whether FUS+MBs BTB/BBB opening could enhance expression of endothelial cell adhesion molecules or homing of subsequently administered activated T cells to the tumor site. We found no changes in expression of cell adhesion molecules on tumor endothelial cells and no changes in activated T cell homing in FUS+MBs treated tumors/meninges when cells were administered either immediately prior to or 24 hours following sonication. Thus, we observed that FUS+MBs mediated BTB/BBB opening of immunogenic intracranial B16F1cOVA tumors elicits some signatures of inflammation. Ultimately, however, the response is mild, transient, and unlikely to elicit a systemic response against the tumor without administration of immune adjuvants.

### Comparison of Response to MB Activation with FUS in Brain Tumors to Normal Brain Tissue

Despite marked differences between brain tumor tissue and normal brain tissue, proinflammatory signatures in FUS+MB treated tumors were consistent with sterile inflammatory responses (SIR) previously described in normal brain tissue 14,23. Since the BBB is meant to maintain homeostasis in the brain, BBB disruption by any means represents a significant perturbation of the local microenvironment. For instance, BBB opening alters the ionic balance in the tissue and facilitates extravasation of serum proteins, which can induce cellular stress responses and activation of microglia 24. Additionally, if applied with enough energy, FUS may induce mechanical damage in neurons and astrocytes, which may yield the release of DAMPs to initiate the SIR cascade. In contrast, within brain tumors, the BBB is already disrupted, cells are rapidly dividing and exposed to solid and mechanical stresses, and the microenvironment is characterized by tumor mediated immunosuppression. Despite these differences, we similarly observed a transient proinflammatory response in the tissue, characterized by increased proinflammatory cytokine, chemokine, and cell adhesion molecule transcripts 6 hours post-FUS+MBs, which included TNFα, IL-6, Ccl2, Ccl12, Cxcl10, Cxcl1, and ICAM-1. 

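No gene passed the test of whether the effect of FUS+MBs differed between 6 h and 24 h in edgeR or limma-voom (0 of 16597, 772 at an unadjusted p under 0.05 in edgeR), and 20 passed in DESeq2. DESeq2 called 2 genes of the Fig. 2C list and 2 of the chemokine list, all lower in the difference. At an unadjusted p under 0.05 in edgeR, 7 genes of each of these lists were lower and 0 higher. Ccl2 had a log2 fold change of -0.14 at 24 h (standard error 0.50) and a difference, 24 h minus 6 h, of -3.29 (standard error 0.69, adjusted p = 0.689 from edgeR). Ccl12 had 0.11 at 24 h (standard error 0.31) and a difference of -1.84 (standard error 0.42, adjusted p = 0.689 from the same test), and Il6 had -0.88 (standard error 0.65) and a difference of -3.19 (standard error 0.86, adjusted p = 0.917 from the same test). Tnf, Cxcl10 and Icam1 had log2 fold changes at 24 h of 0.41, -0.05 and 0.15 (standard errors 0.38, 0.44 and 0.22), and none passed. Of the 29 chemokines and 16 cytokines tested at 24 h, 0 passed in edgeR, DESeq2 or limma-voom, with 2 and 1 higher at an unadjusted p under 0.05 (adjusted p = 0.234 and 0.323 from camera). As lists, the chemokines, the cytokines and the endothelial adhesion molecules were lower in the difference (adjusted p = 2.0e-09, 0.00439 and 0.00420 from camera, adjusted p = 0.194, 0.373 and 0.373 with an estimated correlation). The list of Fig. 2C, which is not independent evidence because the study chose it on these samples, had a median of -0.05 and a mean of -0.04 at 24 h with a test in the higher direction that did not pass (adjusted p = 0.0748 from camera), and was lower in the difference (adjusted p = 4.9e-14 from camera, adjusted p = 0.194 with an estimated correlation). Of the 45 genes that passed at 6 h, 38 had the same sign at 24 h (84.4%, against 53.8% of all genes tested), and the median log2 fold change of the 41 higher genes was 1.17 at 6 h and 0.22 at 24 h. The genes were chosen for their values at 6 h, which raises the median at that time, and the 6 h and 24 h comparisons share no library. Without sham 24 h library 2, the chemokine, cytokine and Fig. 2C lists passed at 24 h (adjusted p = 0.0145, 0.0439 and 1.0e-04 from camera, with ranges over all alternatives of 0.0145 to 0.970, 0.0439 to 0.972 and 1.0e-04 to 0.956), and the Fig. 2C list also passed without FUS+MBs 24 h library 1 (0.0246). Without sham 24 h library 2 the log2 fold changes at that time were -0.08 for Il6, 0.62 for Tnf and 0.33 for Icam1, and those of Ccl2 and Cxcl10 turned positive (0.38 and 0.12), with none past the test.

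**Figure D3:**
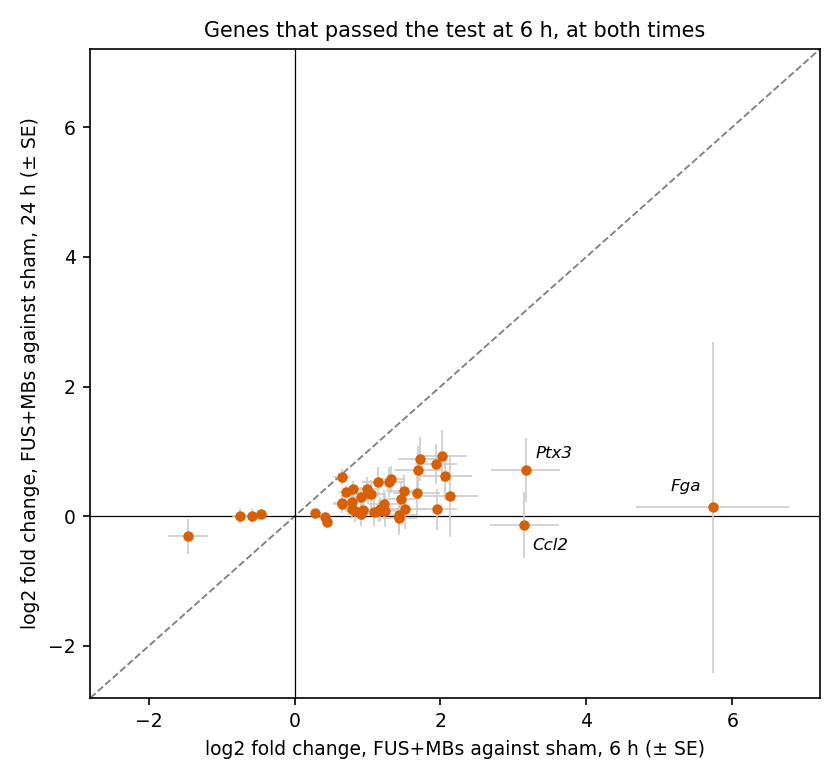
Log2 fold changes of the 45 genes that passed at 6 h, with standard errors, at 6 h (x axis) and at 24 h (y axis), for FUS+MBs treated against sham tumors. The dashed line marks equal values, and of the genes labelled Ccl2 lies at 3.15 at 6 h and -0.14 at 24 h, Ptx3 at 3.17 at 6 h and Fga at 5.73 at 6 h.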

We did not, however, see increases in E-selectin or P-selectin at the RNA level, as previously seen in normal brain tissue. Additionally, gene set enrichment analysis of our RNA sequencing data provided evidence for increased pattern recognition receptor signaling (likely in response to DAMPs), interferon gamma mediated signaling, and NF-kappa B signaling, consistent with observations at the RNA and protein level in normal brain tissue 14.

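Sele, which encodes E-selectin, an adhesion molecule of activated endothelium that slows leukocytes on the vessel wall (ENSMUSG00000026582, chromosome 1 of GRCm38, 164048234 to 164057677), was at 1.21 ± 0.375 CPM (SD, n = 4) in FUS+MBs treated and 0.645 ± 0.452 CPM (SD, n = 4) in sham tumors at 6 h, a log2 fold change of 0.91 (standard error 0.59, adjusted p = 0.723 from edgeR). Selp, which encodes P-selectin of endothelium and platelets (ENSMUSG00000026580, chromosome 1 of GRCm38, 164115264 to 164150026), was at 2.60 ± 1.43 CPM (SD, n = 4) in FUS+MBs treated and 1.05 ± 0.666 CPM (SD, n = 4) in sham tumors, a log2 fold change of 1.31 (standard error 0.59, adjusted p = 0.477 from the same test). Vcam1, which binds leukocyte integrins (ENSMUSG00000027962, chromosome 3 of GRCm38, 116109949 to 116129688), was at 61.4 ± 4.03 CPM (SD, n = 4) in FUS+MBs treated and 59.8 ± 2.75 CPM (SD, n = 4) in sham tumors, with 0.04 (standard error 0.12, adjusted p = 0.983 from the same test). At 24 h the log2 fold changes were -0.44 for Sele, -0.24 for Selp and 0.32 for Vcam1 (standard errors 0.69, 0.63 and 0.12, adjusted p = 1.00, 1.00 and 1.00 from edgeR). The standard errors of the selectins leave a log2 fold change of 1 at 6 h undecided. Without sham 6 h library 13 the value of Sele was 0.58, and without FUS+MBs 6 h library 17 that of Selp was 0.86. At 24 h Sele and Selp turned positive without sham 24 h library 2 (0.35 and 0.26) and Vcam1 fell to 0.18 without sham 24 h library 7.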

Since we saw increased expression of several cytokines implicated in stimulation of cell adhesion molecule expression and observed increased ICAM-1 at the RNA level, we also assessed protein expression of cell adhesion molecules on tumor endothelial cells at 6 and 24 hours post-FUS+MBs BTB/BBB opening. We did not see differences in protein expression of E-selectin, P-selectin, ICAM-1, or VCAM-1 at 6 hours, or of E-selectin, ICAM-1, or VCAM-1 at 24 hours. While the previous study in normal brain tissue did not report protein data on E-selectin or VCAM-1, investigators reported a 4-fold increase in ICAM-1 protein 24 hours post FUS+MBs BBB opening, whereas here we saw no change in ICAM-1 protein expression 24 hours post FUS+MBs (despite detecting an elevation at the transcript level 6 hours post-FUS+MBs) 14. It is possible that even with increases in cytokines following FUS+MBs treatment, brain tumor endothelial cells do not respond to these stimuli in the same manner as normal vasculature. Furthermore, we observed higher expression of these cell adhesion molecules in B16F1cOVA tumors compared to contralateral brain tissue (data not shown), suggesting that the tumor endothelial cells may already be in a more activated state. Thus, further activation by FUS+MBs induced cytokines may not be possible, or the amount of cytokines released after FUS+MB treatment may be insufficient to raise the expression of adhesion molecules.

### Putative Antigen-Presenting Cell Response Mechanisms

FUS+MBs BTB/BBB opening induced increases in several chemokine transcripts involved in innate immune cell chemotaxis; however, we observed few changes in cell numbers in the tumor. Within the tumor site, we observed trends toward increased DC and other myeloid cell numbers 4 days post FUS+MBs, suggesting possible recruitment into the site of inflammation. Since we are only seeing snapshots of overall cell numbers at particular time points, more direct experiments would be needed to make definitive conclusions about FUS+MBs induced changes in myeloid cell trafficking.

DCs are professional antigen-presenting cells that act as a bridge between the innate and adaptive immune system; therefore, these cells are commonly recognized as the most important antigen-presenting cells in the generation of an antitumor immune response 25. In peripheral tissue, DCs exist in an immature form in which they primarily endocytose materials and accumulate antigens. Immature DCs are poor antigen presenters and may even contribute to tolerance. Molecules such as PAMPs and DAMPs activate pattern recognition receptors on DCs, providing a maturation stimulus. Additionally, upon maturation, DCs downregulate endocytosis, activate machinery involved in antigen processing and presentation and thus express higher levels of MHC-peptide complexes, and increase expression of T cell co-stimulatory molecules, making them effective T cell activators 25. Here, we observed enhanced gene expression signatures related to pattern recognition receptor signaling and antigen processing and presentation at both 6 and 24 hours following FUS+MBs treatment via bulk RNA sequencing. The bulk sequencing approach does not allow us to attribute these changes to specific cell populations within the tissue, so it is possible that these changes could be occurring in any infiltrating cell type including microglia, DCs, or the tumor cells themselves. Due to the importance of these processes within the DC population for the initiation of an antitumor immune response, we chose to interrogate several aspects of the DC response in the tumor, as well as in the meninges and tumor draining lymph nodes via flow cytometry. Though further experiments would be needed to examine whether gene expression signatures in the meninges and lymph nodes mirror those seen in the tumor, it is possible that these sites are exposed to soluble factors released in the tumor upon FUS+MBs treatment and may also exhibit responses in the DC population. Furthermore, upon maturation, DCs are known to migrate to draining lymph nodes, thus it is possible that DCs from the tumor site are trafficking to the meninges and SLNs, which could manifest as changes in the DC populations of these tissues.

Since stimulation of pattern recognition receptors via DAMPs and inflammatory cytokines such as TNFα can stimulate DC maturation, we assessed expression of the DC maturation marker CD86, a T cell costimulatory molecule that is upregulated upon maturation. Two days after treatment, the meningeal DC population expressed significantly higher levels of CD86. It is unclear why CD86 expression was increased in the meninges, but not in the tumor or draining lymph nodes of FUS+MBs treated animals. As mentioned previously, DC maturation can prompt DC migration to the lymph nodes, so it is possible that once DCs in the tumor receive the maturation stimulus they migrate away from the tumor site, thus we are unable detect changes in maturation within the tumor DC population. This could be the source of the DCs expressing increased levels of CD86 in the meninges. However, we did not detect increased DC maturity in the draining lymph nodes of FUS+MBs treated animals, as would be expected if mature DCs were trafficking to the nodes. Alternatively, meningeal DCs may be more exposed to cytokines and DAMPs. To further interrogate these possibilities, we would need to perform experiments dedicated to studying DC trafficking in response to FUS+MBs BTB/BBB opening.

Additionally, we looked at ZsGreen uptake and MHC-SIINFEKL expression to assess antigen acquisition and presentation. Along with increased CD86 expression, the DCs isolated from the meninges showed lower ZsGreen fluorescence. This could be due to degradation of the antigen and indicative of a switch from an immature phagocytic phenotype to a more mature phenotype for lymphocyte priming 25. The increased percentage of ZsGreen-positive DCs in the tumors of FUS+MBs treated mice suggests increased antigen uptake within the tumor following FUS+MBs BTB/BBB opening. Factors such as increased antigen from cell death, increased phagocytosis, or enhanced distribution of antigen throughout the tumor from FUS+MBs induced changes in interstitial transport could contribute to this finding 15. Staining for the MHC-SIINFEKL complex on DCs revealed a trend towards increased abundance within the superficial cervical lymph nodes of FUS+MBs treated animals. If DCs within the tumor have increased processing and presentation of peptide antigen via MHC class I, they could then traffic to the lymph nodes where they can display MHC-SIINFEKL complexes. Alternatively, increased drainage of tumor antigen to the superficial cervical lymph nodes in FUS+MB treated tumors could increase presentation of MHC-SIINFEKL on DCs in the SLNs.

### MHC Class I Molecule Response and Mechanisms

RNA sequencing revealed, at 6 hours post FUS+MBs, the increased expression of both classical MHC I molecules, H2-K1 and H2-D1. 

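By its p at 6 h, H2-K1 ranked 28 among the 16597 genes tested in edgeR, behind Ccl2, Ptx3, Irgm1, Igtp, Tap1 and Clec7a among others. The smallest adjusted p at 6 h, 0.0201, was shared by several genes, among them Sla, which encodes an adaptor that dampens antigen receptor signaling in lymphocytes (ENSMUSG00000022372, chromosome 15 of GRCm38, 66780819 to 66831829), at 26.1 ± 2.72 CPM (SD, n = 4) in FUS+MBs treated and 16.1 ± 1.69 CPM (SD, n = 4) in sham tumors. The standard error of the log2 fold change of H2-K1 was 0.11, that of Sla 0.10 and that of Ccl2 0.48. In DESeq2 on all libraries H2-K1 ranked 29 by adjusted p, and in DESeq2 on the 6 h libraries alone, a setting chosen after seeing the values, it ranked 1.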

In fact, H2-K1, the MHC class I molecule that presents the OVA257-264 peptide, was the most significantly differentially expressed gene in FUS+MBs treated tumors at the 6 hour time point. As discussed previously, this could be due to increased expression on antigen-presenting cells such as DCs, which would be beneficial for priming of an antitumor immune response. However, it is also possible that the tumor cells are upregulating expression of class I MHC molecules. Furthermore, the increased gene signatures related to antigen processing and presentation could be occurring in the tumor cells, as opposed to antigen-presenting cells. This fits with the fact that we did not see increased expression of the MHC-SIINFEKL complex on DCs within the tumor or meninges. Future studies should determine whether this response is occurring in tumor cells, as this could also be beneficial to anti-tumor immunity by making the tumor cells more visible to tumor specific effector T cells. It is known that downregulation of MHC I expression is one mechanism used by tumor cells to evade detection by the immune system 26-29. Expression of MHC I and genes involved in antigen processing and presentation have been shown to be increased in response to type I and type II interferons 20,30. Though we did not observe an increase of IFN gamma, alpha, or beta at the transcript level, gene set enrichment indicated increased interferon gamma and type I interferon signaling. Thus, it is possible that an acute release of interferons led to increased MHC I expression and expression of genes related to antigen processing and presentation in the tumor and/or tumor-infiltrating immune cell populations 20,30.

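Transcripts of the interferons themselves were near absent from the libraries. Of 20 interferon genes listed, 13 had no count in any library, the highest count of any in a library was 3, and none had enough counts to be tested. Ifng, which encodes interferon gamma, a cytokine of T cells and NK cells, had a total of 5 estimated counts over the 15 libraries, 1 in FUS+MBs treated tumors at 6 h and 4 in sham tumors at 24 h. Ifnb1, the interferon beta gene, had a total of 2, both in FUS+MBs treated tumors at 6 h. The 14 interferon alpha genes had a total count of 7. At this depth a difference in these transcripts was not detectable.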

### T Cell Responses to FUS+MBs Mediated BTB/BBB Opening

The relatively early time points chosen here to evaluate tissue responses to FUS+MBs treatments are more conducive to detecting changes in the innate component of the anti-tumor immune response rather than adaptive T cell responses, since de novo T cell responses take longer to manifest. Given the limited and transient nature of the proinflammatory response generated by FUS+MBs, we hypothesize that we would not detect FUS+MBs induced increases in T cell activation. While we did not assess de novo T cell response, given the putative increase in chemokine expression and adhesion molecules, we did investigate the ability of FUS+MBs BTB/BBB opening to augment homing of adoptively transferred activated T cells to intracranial melanoma tumors. Previous studies have demonstrated that greater accumulation of HER-2 specific NK-92 cells in a model of HER2+ breast cancer brain metastasis was achieved when cells were administered immediately prior to FUS+MBs BTB/BBB disruption 31. For this reason, we administered activated T cells immediately prior to FUS treatment. An additional 24 hour post-FUS time point was tested as well. Nonetheless, we found no differences in T cell homing to tumors with FUS+MBs BTB/BBB opening.

## Conclusions

We used RNA sequencing and flow cytometry to assess acute immune responses to FUS+MBs BTB/BBB opening in intracranial melanoma tumors. This response was characterized by enhanced gene signatures related to proinflammatory cytokines, chemokines, pattern recognition receptor signaling and antigen processing and presentation. Additionally, the flow cytometry data supports the notion that FUS+MBs can increase antigen presence or distribution within the tumor and contribute to DC maturation. Overall, the observed response to FUS+MB BTB/BBB opening in intracranial melanoma tumors is mild and transient; however, we submit that understanding this response will be important for the rational design of FUS+MBs mediated therapeutic delivery approaches.

## Materials and Methods

### Animals

Wild-type male C57BL6 mice were purchased from Charles River or NCI at 8-10 weeks of age. Male CD45.1 mice for adoptive transfer experiments and the 6 hour homing receptor experiment were purchased at 8-10 weeks of age from NCI. OT1 mice were initially purchased from Jackson labs and maintained at the University of Virginia. Pmel mice were purchased from Jackson. All animal experiments were approved by the Animal Care and Use Committee at the University of Virginia and conformed to the National Institutes of Health regulations for the use of animals in research.

### Tumor Implantation

Mice were anesthetized with a mixture of ketamine (40 mg/kg; Zoetis, Kalamazoo, MI) and Dexdomitor (0.2 mg/kg, Zoetis, Kalamazoo, MI) in 0.9% sterile saline. Mouse heads were depilated and buprenorphine was administered subcutaneously. Mice were then placed on a stereotaxic frame to position and secure the heads. The surgical site was prepared with alternating scrubs of alcohol and iodine and a midline scalp incision was made. A burr hole was drilled 2 mm to the right and 1 mm anterior to the intersection of the bregma and midline of the skull, to target the striatum as the injection site. B16F1, B16F1cOVA, or B16F1ZsGreenOVA (obtained from the Krummel lab at the University of California San Francisco 32) cells were loaded into a 10 μl Hamilton syringe mounted on the stereotaxic frame. The syringe was then placed in the burr hole and lowered to a depth of 4 mm below the skull and withdrawn 1 mm, for a final depth of 3 mm below the skull surface. A total volume of 2 μl of cell suspension (either 1e5, or 4e5 cells total) was injected over the course of 4 minutes. Almost all experiments utilized a cell implantation of 4e5 tumor cells, however, since B16F1 tumors were found to grow faster than B16F1cOVA tumors, 1e5 B16F1 cells were implanted for the endothelial cell adhesion molecule experiment. After one additional minute, the needle was slowly removed from the brain. Mice were sutured and moved to a heating pad for recovery. Anesthesia was reversed with Antisedan.

### BTB/BBB Opening with MR Image-Guided FUS and Microbubbles

Depending on experimental design and cell number implanted, FUS+MBs treatments were applied at either day 3 or day 6 after tumor cell implantation. Mice were anesthetized with a mixture of Ketamine (40 mg/kg; Zoetis, Kalamazoo, MI) and Dexdomitor (0.2 mg/kg, Zoetis, Kalamazoo, MI) in 0.9% sterile saline and tail veins were cannulated to allow for intravenous injections. The MR-guided FUS system (RK-100, FUS Instruments) sat directly on the patient table of a clinical 1.5T MRI scanner (Siemens Avanto). Mice were placed supine on the MR-guided FUS system with the skull sonically coupled to a 1.1 MHz spherically focused ultrasound transducer (with a 550 kHz hydrophone mounted in the center for passive cavitation detection) immersed in a degassed water bath. For the general treatment procedure, MultiHance gadolinium contrast agent (Bracco Diagnostics) was administered intravenously and a pre-FUS contrast-enhanced MR image of the entire brain was acquired using a custom-built 3-cm loop receive RF coil and three-dimensional spoiled gradient echo pulse sequence. Pulse-sequence parameters for all images were as follows: TR/TE = 11/5.33 ms, flip angle = 15°, readout bandwidth = 250 Hz/Px, FOV = 46×67×45 mm, resolution = 0.35 mm isotropic, total time per image = 3:05.

A sonication pattern was chosen based on the tumor size at the time of treatment. Either a single target spot (day 3 treatment) or a grid of 4 spots (100,000 or 400,000 cells, day 6 treatment) were chosen from this pre-sonication MR image to cover the entire tumor and surrounding tissue. To open the BTB/BBB, albumin-shelled MBs (1 x 10^5^/gram body weight; manufactured as previously described 33-35) were intravenously injected and FUS was applied to the targets using a specified peak negative pressure (0.5 MPa measured in water). FUS was applied in 10 ms pulses with a 2 s pulsing interval (i.e. 0.5% duty cycle) for a total of 2 minutes. Animals were then re-injected with gadolinium contrast agent and post-sonication contrast-enhanced MR images were acquired to confirm BTB/BBB opening. Once the treatment was completed, mice were given Antisedan to reverse the anesthesia and allowed to recover on a heating pad. Sham animals received only a single Gadolinium-enhanced MR imaging session. For the 24 hour homing receptor and adoptive T cell transfer experiments, animals in the no FUS group were given a single injection of MBs following the MRI.

### Grayscale Intensity Analysis

For each FUS+MBs treated animal, a region of interest (ROI) was drawn to encompass the hyperintense region in the pre-FUS image using ImageJ. This ROI was used to quantify mean grayscale intensity in the pre-FUS+MBs and post-FUS+MBs image of that animal. The background mean grayscale intensity for the pre-FUS+MBs and post-FUS+MBs image was quantified by placing the ROI on the contralateral side of the brain. These background measurements were subtracted from the tumor ROI measurements to obtain the reported pre and post-FUS values.

### RNA Sequencing

For RNA sequencing, 400,000 B16F1cOVA cells were implanted into the brain as previously described, 3 days prior to FUS+MBs treatment. For FUS+MBs treatment, a single sonication spot was applied in the presence of circulating microbubbles at the tumor location. Tumor tissue was harvested 6 hours and 24 hours following FUS+MBs application for treated and sham mice. Immediately following euthanasia, sham and FUS+MBs treated tumors were excised, placed in RNAlater (Qiagen) and stored at -80°C. RNA extraction was performed using the RNeasy Mini Kit (Qiagen). mRNA was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, Massachusetts) followed by library preparation using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs). Sequencing was performed using a NextSeq 500 (Illumina, San Diego, California) at a target depth of 25 million 2 x 75 bp paired end reads per sample. Reads were quasi-mapped to the mouse genome (mm10 assembly, modified to include the cOVA transgene) and quantified at the transcript level using Salmon v0.11.2 followed by summary to the gene level using tximport v1.10.1 36,37. Differential gene expression was performed with DESeq2 v1.22.2 38. Gene set enrichment analysis was performed with the MSigDB canonical pathways gene sets using FGSEA v1.8.0 run with 100,000 permutations 39,40.

### Flow Cytometry Analysis of Post-FUS+MBs Immune Cell Infiltration

Tumors, meninges, superficial lymph nodes, and spleen were harvested at day 5-8 after tumor injection. 3 minutes prior to harvest mice were injected with anti-CD45 to identify cells that remained in the vasculature. Tumors, lymph nodes, and spleen were homogenized and filtered through 70 µm mesh. Meninges were separated from the skull cap and filtered through 70 µm mesh. Spleens were treated with RBC lysis (Sigma). Samples were stained for viability with Aqua, incubated with CD16/32 antibody and 2% normal mouse serum to block Fc receptors, and then stained with dextramer (in T cell panels). Staining was done in FACS buffer (PBS containing 2% BSA, 0.08% sodium azide). Next, samples were stained with a variety of surface markers (see below) and then preserved using FACS lysis (BD). Samples were acquired on an Attune NxT flow cytometer and the data was analyzed using FlowJo (TreeStar) and Prism (Graphpad) software. The staining panel was as follows: Aqua Live/dead (Life Technologies); CD16/32 (clone 90; eBioscience), CD44 (clone IM7; eBioscience), CD45 (clone 30-F11; eBioscience), CD45.1 (clone A20; eBioscience), CD45.2 (clone 104; eBioscience), CD103 (clone 2E7; eBioscience), MHC SIINFEKL (clone 25-D1.16; eBioscience), Thy1.1 (clone HIS51; eBioscience); CD8 (clone 53-6.7; eBioscience), CD11b (clone M1/70; BioLegend), CD11c (clone N418; BioLegend), CD86 (clone GL-1; BioLegend), F4/80 (clone BM8; BioLegend), Ly6C (clone HK1.4; BioLegend).

### Flow Cytometry Analysis of Endothelial Cell Adhesion Molecule Expression

Tumors were harvested 6 or 24 hours following FUS+MBs BTB/BBB opening. The tumors were minced and placed in digestion media containing 0.42U/ml Liberase TM (Roche). Samples were digested at 37 °C for 15 minutes and triturated every 5 minutes. Samples were homogenized (using glass homogenizers) and filtered through 70 µm filters. Subsequently, all samples were centrifuged at 1500 rpm for 15 minutes. The pellets were resuspended in CD45+ magnetic beads (Miltenyi Biotech) with Fc Block (1:1000) and incubated for 15 minutes at 4 °C. Samples were washed with AwesomeMacs Buffer and centrifuged at 1500 rpm for 5 minutes. Samples were separated with autoMACS Pro Separator with POSSEL AutoMACS protocol. The CD45 negative fraction was pelleted and stained with CD31 endothelial cell panel. Cells were Fc blocked and stained with fluorescent antibodies for CD31 (clone 390, eBioscience), CD45 (clone 30-F11, Biolegend), E-sel (clone 10E9.6, DB), P-selectin (clone RB40.34, DB), ICAM-1 (clone YNI/1.7.4, Biolegend), VCAM-1 (clone 429, BD) and Live/dead Aqua stain (eBioscience). Cells were fixed in 2% PFA.

### Activated T Cell Adoptive Transfer

Activated OT1 or Pmel T cells were generated by transferring 10,000 OT1 or Pmel T cells i.v. into naïve mice and priming with CD40 agonistic antibody (100 ug, clone FGK45, BioXcell), poly I:C (75 ug, Invivogen), and ovalbumin (500 μg, Sigma) or gp100 25-33 peptide (200 ug, GenScript). Seven days later CD8 T cells were magnetically enriched (eBioscience 8804-6822-74) from spleens. Approximately 1 million CD8 T cells were transferred i.v. following FUS + MB BTB/BBB opening. Activated wild-type T cells were generated by culturing splenocytes for three days *in vitro* with agonistic antibodies for CD3 (5 ug/mL, eBioscience) and CD28 (2 ug/mL, eBioscience) plus IL-2 (10 IU/mL). Approximately 3 million CD8 T cells were transferred i.v. following FUS + MB BTB/BBB opening. Tumors, spleens and meninges were harvested 5 or 24 hours after cell transfer. CD45 antibody was injected i.v. 3 minutes prior to harvest to label circulating cells. This allowed us to separate the extravascular cells (no labeling with CD45 antibody) of interest from those in blood vessels (labeled with CD45 antibody). Transferred OT1 cells were identified by Thy mismatch (i.e. OT1 cells from Thy1.1 donor into Thy1.2 host). Pmel cells were identified by Thy or CD45 mismatch (i.e. Pmel cells from Thy1.1 CD45.2 donor into Thy1.2 CD45.1 hosts).

## Supplementary Material

Supplementary figures.

## Figures and Tables

**Figure 1:**
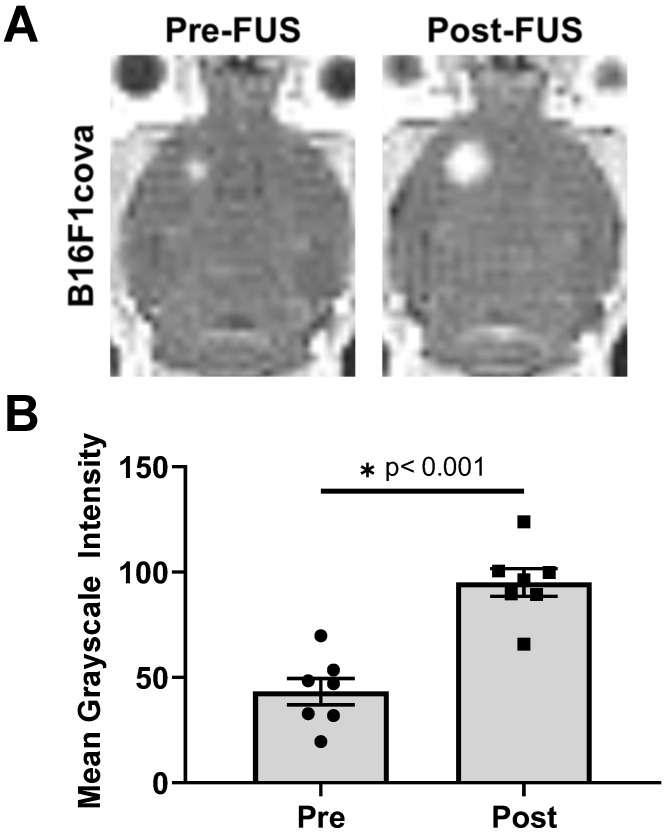
** Characterization of FUS + MBs-induced BTB/BBB opening by contrast enhanced MRI. A.** Representative images showing enhanced contrast Post-FUS**. B.** Quantification of pre- and post-FUS grayscale intensity for FUS+MBs treated tumors. Significance assessed by paired t test.

**Figure 2:**
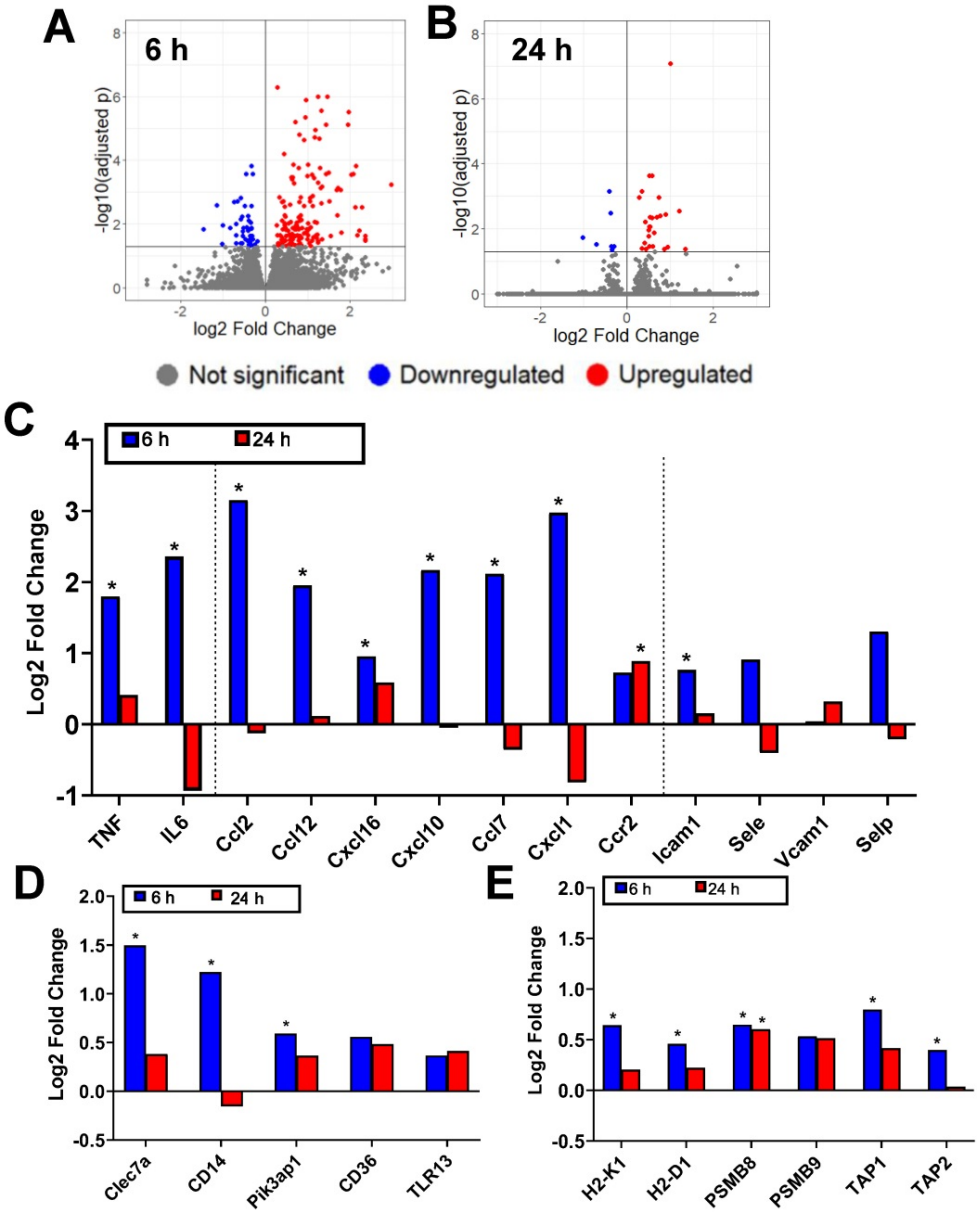
** Bulk RNA sequencing reveals that FUS+MBs mediated BBB/BTB opening elicits increased proinflammatory gene expression. A,B:** Volcano plots showing significantly upregulated and downregulated genes in FUS+MBs treated tumors compared to sham at (A) 6 and (B) 24 h post treatment.** C,D,E:** Log2 fold change of FUS+MBs treated vs. sham tumors at 6 hours and 24 hours post treatment. Data is displayed for selected mRNA transcripts related to** (C)** inflammatory cytokines, chemokines, and vascular cell adhesion molecules** (D)** pattern recognition receptors and signaling molecules and** (E)** MHC class I antigen presentation and processing. *adj p < 0.05. n = 3 for 24 h FUS+MBs group, n = 4 for all other groups.

**Figure 3:**
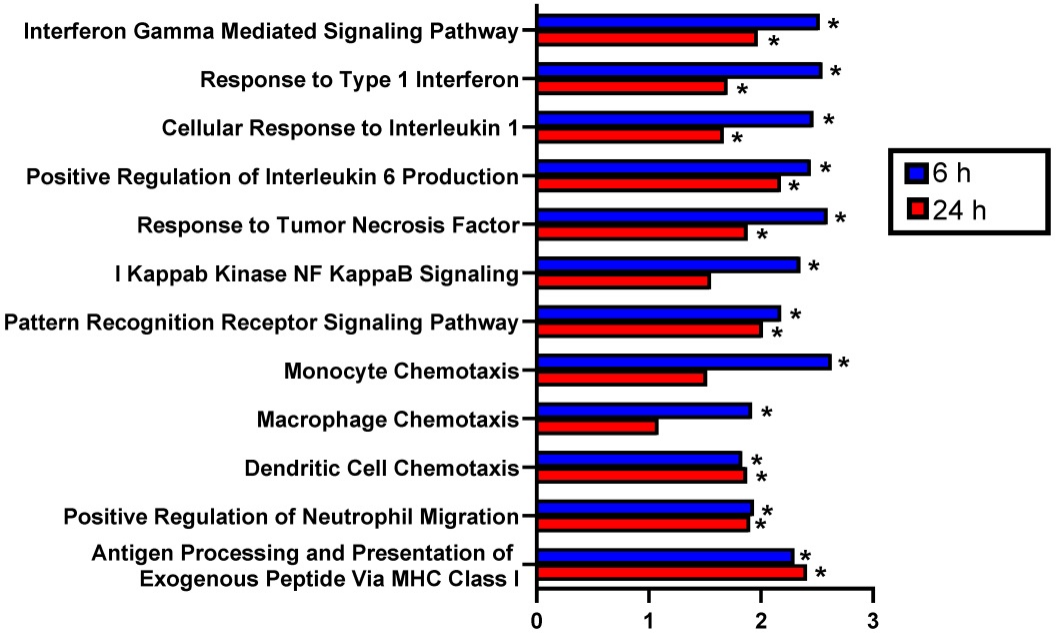
** Gene set enrichment analysis of RNA sequencing data indicates that FUS+MBs mediated BBB/BTB opening enriches proinflammatory gene sets.** Normalized enrichment scores for selected pathways of FUS+MBs treated relative to sham treated tumors at 6 and 24 h post FUS+MBs. *adj p < 0.05. n = 3 for 24 h FUS+MBs group, n = 4 for all other groups.

**Figure 4:**
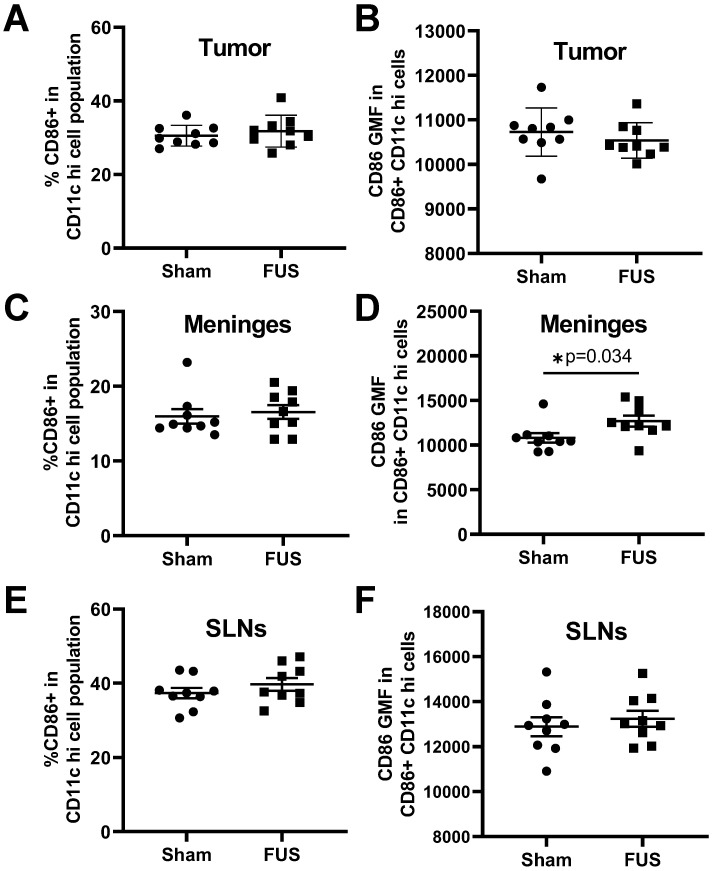
** Expression of the DC activation marker CD86 as assessed by flow cytometry 2 days post treatment. A,C,E:** Percentage of dendritic cells expressing CD86 in the (A) tumor (C) meninges and (E) superficial cervical lymph nodes of FUS+MBs treated and sham animals 2 d post FUS+MBs or sham treatment.** B,D,F:** Geometric mean fluorescence of CD86 in CD86 positive DCs in the (B) tumor (D) meninges and (F) superficial cervical lymph nodes of FUS treated and sham animals 2 d post FUS+MBs or sham treatment. Significance assessed by unpaired t tests.

**Figure 5:**
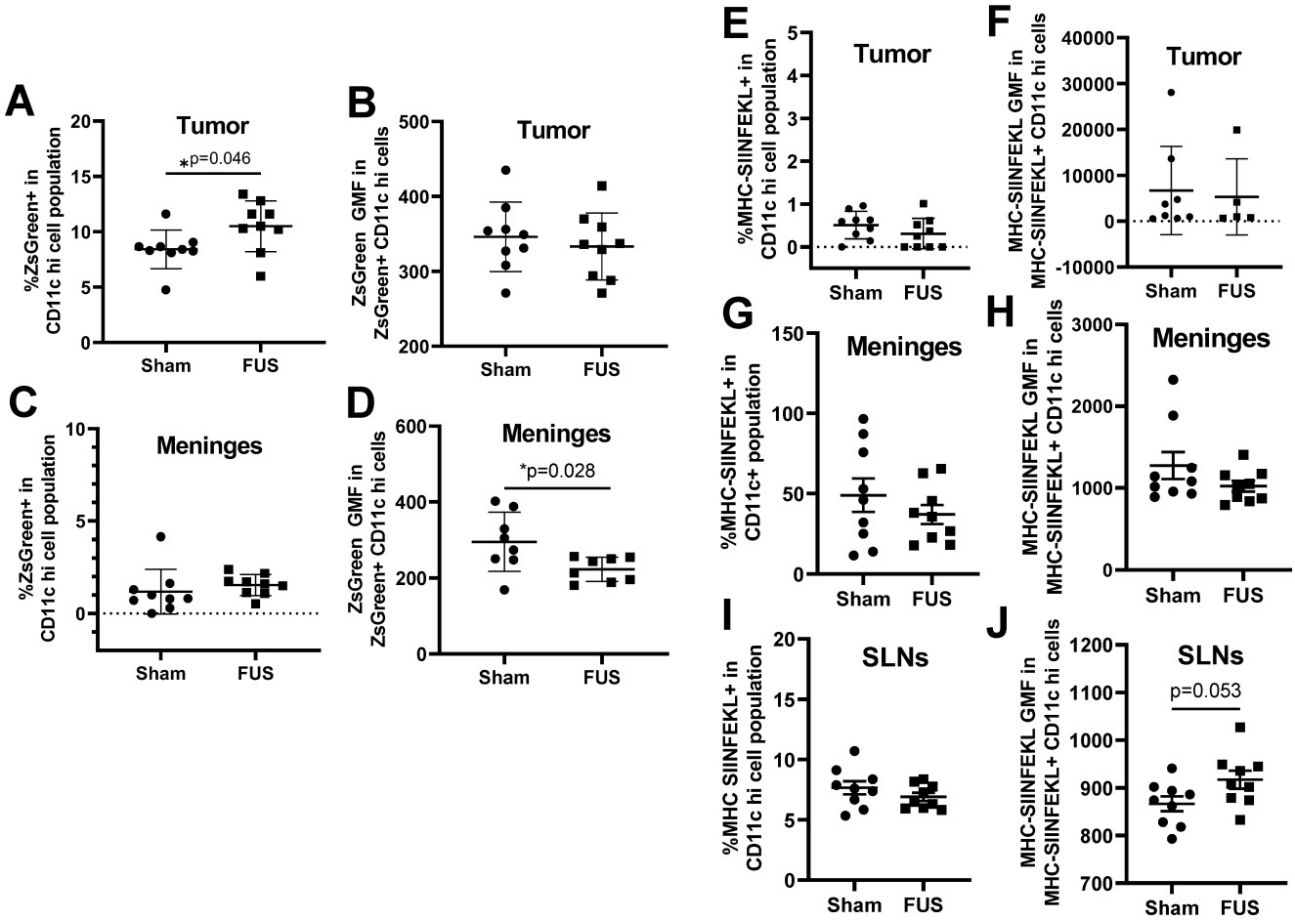
** ZsGreen antigen uptake and OVA peptide presentation by dendritic cells as assessed by flow cytometry 2 Days following treatment. A,C:** Percentage of ZsGreen positive dendritic cells in the (A) tumor and (C) meninges two days following treatment.** B,D:** Geometric mean fluorescence of ZsGreen in ZsGreen positive dendritic cells in the (B) tumor and (D) meninges two days following treatment. **E,G,I:** Percentage of MHC-SIINFEKL positive dendritic cells in the (E) tumor (G) meninges and (I) superficial cervical lymph nodes.** F,H,J:** Geometric mean fluorescence of MHC-SIINFEKL in MHC-SIINFEKL positive dendritic cells in the (F) tumor (H) meninges and (J) superficial cervical lymph nodes. Significance assessed by unpaired t tests.

**Figure 6:**
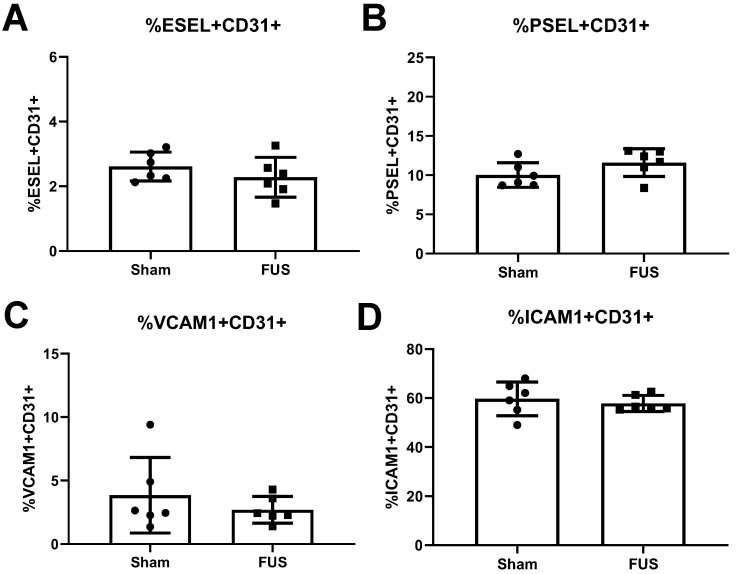
** Flow cytometry analysis of endothelial cell adhesion molecule expression on the vasculature 6 hours post-treatment. A,B,C,D:** Percentage of endothelial cells expressing (A) E-selectin (B) P-selectin (C) VCAM-1 and (D) ICAM-1 from FUS treated and sham B16F1cOVA tumors. Significance assessed by unpaired t tests.

**Figure 7:**
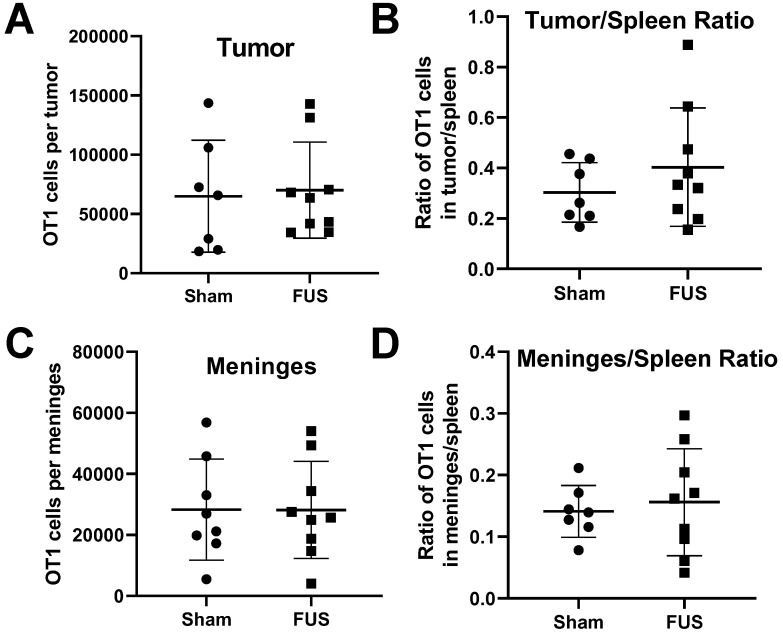
** Assessment of adoptively transferred activated T cell populations in the tumor and meninges by flow cytometry. A,C:** Number of transferred OT-1 T cells in the (A) tumor or (C) meninges of FUS+MBs treated or sham animals bearing intracranial B16F1cOVA tumors. **B,D:** Ratio of transferred OT-1 T cells in the (B) tumor or (D) meninges to the number in the spleen of FUS+MBs treated or sham animals bearing intracranial B16F1cOVA tumors. Significance assessed by unpaired t-tests.

How the deposited data were processed for this re-analysis (not part of the article)

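Bulk RNA sequencing was done on tumors excised from mouse brain 6 h or 24 h after FUS+MBs or sham treatment, 1 library per tumor. There were 15 libraries, 3 of FUS+MBs treated tumors at 24 h and 4 of each other group. The authors estimated transcript levels with Salmon 0.11.2, summed them per gene with tximport and tested them with DESeq2 1.22.2, and the deposited values are their estimated counts per gene, already rounded to whole numbers, in 34100 rows. Of these genes, 191 have an Ensembl ID and no symbol, and 1 is the ovalbumin transgene. The table holds 0 columns of other samples. Coordinates are those of GENCODE vM21 on GRCm38.

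Counts were filtered with filterByExpr, which kept 16597 genes, normalized with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. All libraries were in 1 fit with 4 group means and no covariate, and the prior degrees of freedom were 3.27. The comparisons were FUS+MBs treated against sham tumors at 6 h, the same at 24 h, the difference between these effects, and sham tumors at 24 h against sham tumors at 6 h. Genes passed at an adjusted p under 0.05 (Benjamini-Hochberg). Gene lists with at least 5 tested members were tested with camera of limma 3.58.1 on the same fit, with a preset correlation of 0.01, and adjusted over the lists of a comparison. Of each list, members that passed were counted over all genes and adjusted over the list alone. The lists were written before the data were examined, as were the tests, the rule for named genes and the alternatives below, apart from those said to be chosen later. Lists for processes the paper names hold genes that it had reported from these samples. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

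The genes named are those the paper names for its RNA sequencing, whose values the paper had shown, and those chosen by 3 further rules. Among genes past the threshold whose FUS+MBs libraries all lie above, or all below, the sham libraries, these are the 12 higher and 12 lower with the smallest p (6 and 6 between sham groups and for the difference). From each list described up to 4 members are named, the 2 past the threshold with the smallest p in each direction, or else the 2 with the smallest p. From each list of cell type markers or library quality up to 3 with the highest mean count are named. Genes outside these rules are said to be chosen after their values were seen.

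Alternatives for the counts of genes were the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, size factors from the median of ratios (RLE), no filter on low counts, a filter at a mean CPM of 1, a fit of only the libraries of the comparison, a covariate for the tissue mix (mean log2 CPM of neuron, oligodendrocyte and astrocyte markers minus that of melanocyte and melanoma markers), and fits without each replicate in turn. For lists they were RLE, no filter, the tissue mix, each replicate left out, a correlation estimated for each list, fgsea 1.28.0 and fry. Chosen after seeing the values were DESeq2 on the libraries of a time point alone, a covariate of erythroid markers, and a fit without sham 6 h library 19 and sham 24 h library 7. The labels give no pairing of sham and treated animals, and no day or batch, so none was modelled.

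Library totals are given with the samples above. The test was checked on simulated counts with 200 changed genes, at the depths of the libraries and with the spread of the shared fit, each gene drawn independently. Between sham groups it recovered 76% of genes changed by 1 and 96% of those changed by 2 on the log2 scale, and 7 of 179 calls were false. Of 20 simulated lists of 20 genes, the 1 that was changed was called and 0 others, in counts without correlation between genes. Among 21 pairs of libraries within groups, counts differed by 8.74 to 66.6 per degree of freedom in a chi-square test on genes with at least 20 counts in a pair, so no library is a copy of another of its group, and pairs across groups were not compared. The MSigDB gene sets, flow cytometry and imaging of the paper were not analysed here, and reads were not aligned again.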

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

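The fit with the tissue mix covariate was set earlier, but its use to weigh the patterns below, and the tests of blood, of the sham libraries alone, of handling days, of exchanged labels and of random covariates, were chosen only after the result they bear on was seen, and the exchange of labels was tested after regroupings of the libraries and the glucocorticoid levels were known, while the regroupings themselves were set earlier.

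The text of the paper does not name 39 of the 45 genes that passed at 6 h or Shisa6 at 24 h, whose log2 fold change was 1.01, although its volcano plots may show them, and it does not report the sham comparison over time (711 genes). Of all 35 ways to part the 8 libraries of 6 h into groups of 4, only the real grouping called as many genes as it did (45 genes, the highest of the others 1). That makes chance unlikely for that count but does not exclude it, since 1 of 35 is the smallest share this test can give. At 24 h, 3 of 35 groupings called as many as the real 1 gene (the highest of the others 1), so chance cannot be excluded for Shisa6. For the difference between the times the real count was 0 (772 genes at an unadjusted p under 0.05 in edgeR, 20 in DESeq2 and 0 in limma-voom), and since no regrouping can call fewer than 0, the 100 drawn (the highest 4) say nothing of chance there. For the lists, 5 of 35 groupings called as many as the real 39 at 6 h (the highest of the others 42) and 11 of 35 as many as the real 20 at 24 h (the highest of the others 38), so for the number of lists called chance cannot be excluded at either time.

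A library far from the 3 others of its group was found in 13 of 96 groups of 4 tested. For independent tests of normally distributed values chance flags about 1 in 20 groups, or 4.8. The levels were not on a log scale and many flags came from inflammatory genes in 1 library, so an excess over chance is not established. Sham 24 h library 2 lay above the others of its group in Il6 (0.576 CPM, others 0.139 to 0.177), Ccl2 (8.24, others 2.81 to 3.37), Cxcl10 (13.0, others 8.50 to 9.25), Ccl7 (2.78, others 0.769 to 1.03), Cxcl1 (1.86, others 0.118 to 0.379), Icam1 (14.3, others 9.13 to 9.68) and Cd14 (18.1, others 7.47 to 8.64). FUS+MBs 6 h library 17 lay above its group in Selp (4.74 CPM, others 1.78 to 2.04), Cd86 (15.8, others 9.50 to 10.1) and the percent of counts from mitochondrial genes (10.6, others 9.76 to 9.90). Sham 24 h library 7 lay below its group in Vcam1 (47.4 CPM, others 72.5 to 76.7), sham 6 h library 13 above it in Tap1 (12.5, others 11.3 to 11.4) and sham 6 h library 16 in Cd86 (9.28, others 6.82 to 7.06).

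The first pattern is the 45 genes at 6 h, among them Ccl2, Ptx3, Irgm1 and Tap1. More brain and less tumor in the treated pieces is argued against as the whole cause, since 43 of the 45 passed with the tissue mix covariate. More blood in the treated pieces is argued against as the whole cause by the median log2 fold change of the 41 higher genes. It was 1.17 before and 1.16 with the erythroid covariate (standard error over genes 0.12), with all 41 at an unadjusted p under 0.05. These genes come from the same tumors and were chosen by their values at 6 h, so that error does not measure the spread between animals. With that covariate 0 genes passed in edgeR (1397 at an unadjusted p under 0.05, smallest adjusted p 0.0711). Of 20 random covariates, which cost the same degree of freedom, 3 also left 0 calls, with a median of 40 calls and a highest of 99. The tissue mix covariate gave 85 calls. A lost degree of freedom in a design near the threshold can thus end all calls but mostly did not, and the cause of the loss was not settled. An unrecorded batch and an effect of FUS+MBs stay open, the last not tested apart from the group labels or from the repeat imaging of treated mice. Reads shared between similar copies stay open for the Irg, Gbp, Ccl and H2 genes alone, not for genes such as Ptx3, Tgfbi and Tnc.

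The second pattern is the set of 711 genes that differed between sham tumors of 24 h and 6 h, with glucocorticoid response genes such as Fkbp5 lower at 24 h as a list with the preset correlation but not with an estimated one (adjusted p = 0.319). A trait of the sham libraries alone is argued against, since 98.5% of the genes moved the same way between the FUS+MBs libraries of 24 h and 6 h (76.3% of all genes tested). A change in the tissue mix is argued against as the whole cause for the glucocorticoid list, whose median log2 fold change was -0.68 and was -0.56 with the covariate (standard error over genes 0.10, which does not measure the spread between animals). For the set as a whole, 301 of the 711 genes passed with that covariate, so a change in the tissue mix stays open for the other genes. Animals or pieces handled on different days cannot be told apart from the time after treatment, since 0 days that hold libraries of both times are known from the labels or the paper. Time since anesthesia and imaging, time of day and tumor age stay open, untested.

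The third pattern came from regrouping the sham libraries. Of 35 groupings 2 called as many genes as the real one (711), so chance cannot be excluded for that count, and the highest other, 3265, placed sham 6 h library 19 with sham 24 h libraries 2, 4 and 9, and library 7 with the sham 6 h libraries, which points to a structure of the samples. The glucocorticoid list was 0.60 higher in library 19 than in library 7 on the log2 scale. Library 19 at 5.82 lay at the lower edge of the FUS+MBs libraries of 6 h (5.80 to 6.30), and library 7 at 5.22 within those of 24 h (4.99 to 5.37). In the circadian clock list library 19 was at 5.99 and library 7 at 5.84, both within the FUS+MBs libraries of 24 h (5.65 to 6.04). In the cell cycle list they were at 6.06 and 6.05, also within those of 24 h (5.95 to 6.41). Exchanged labels would place library 7 with the 6 h libraries, which these lists argue against. For library 19 the lists disagree, so its label stays open. A different share of tumor in these pieces is a candidate explanation that was not settled. With the tissue mix covariate the exchanged labels called 0 genes in edgeR and the deposited ones 346. The melanocyte and melanoma markers in that covariate already part the exchanged groups. They were at 7.04 to 7.50 in sham libraries 11, 13, 16 and 7 and at 7.56 to 7.96 in 19, 2, 4 and 9. Such a covariate can take up the exchanged contrast whatever its cause, so the 0 calls cannot decide. No biological explanation was tested for this pattern.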

How the results depend on the processing

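DESeq2 on the libraries of a time point alone, the erythroid covariate and the fit without sham 6 h library 19 and sham 24 h library 7 were chosen only after the values were seen.

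Of genes called at 6 h there were 45, and 319 with DESeq2 (all 45 among them), 148 with limma-voom (43 shared), 85 with the tissue mix (43 shared), 0 with only the libraries of the comparison (1271 at an unadjusted p under 0.05) and 48 to 52 with RLE or another filter. Of settings chosen later, DESeq2 on the 6 h libraries gave 205, the erythroid covariate 0 and the fit without libraries 19 and 7 gave 68. Without 1 replicate there were 0 to 78, with 0 without sham 6 h library 11, 13 or 16, 14 without FUS+MBs 6 h library 17, 20 without 14 and 78 without 12. Fewer libraries in the fit leave fewer degrees of freedom, and otherwise the cause was not tested. Of the genes named, DESeq2 added 15 calls at 6 h and 3 at 24 h, limma-voom added 6 and ended 1 at 6 h, and at 6 h only the libraries of the comparison ended 24 calls and the erythroid covariate 25, with no called gene turning direction. The share of called genes with the same sign at 24 h stayed at 65.8% to 88.6% where any gene was called.

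Genes called at 24 h were 1 with edgeR, 7 with DESeq2, 2 with only the libraries of the comparison, and of the later settings 38 with DESeq2 on the 24 h libraries, 0 with the erythroid covariate (482 at an unadjusted p under 0.05) and 0 without libraries 19 and 7 (670). Leaving out 1 replicate gave 0 to 1, with 0 without FUS+MBs 6 h library 14 or 17, sham 6 h library 11 or 13, FUS+MBs 24 h library 6 or sham 24 h library 2, 4 or 7, and without FUS+MBs 24 h library 1 the gene called was a lower one. Genes whose effect differed between the times were 0, and 20 with DESeq2. The cause was not tested.

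Between sham tumors 711 genes were called, 1823 with DESeq2, 3650 with limma-voom, 424 with no filter, 22 with only the libraries of the comparison, 346 with the tissue mix (301 shared), and of the later settings 389 with the erythroid covariate and 4066 without libraries 19 and 7. Without 1 replicate there were 42 to 3030, with 150, 42, 57 and 3030 without sham 6 h library 11, 13, 16 and 19, 54, 79, 1312 and 74 without sham 24 h library 2, 4, 7 and 9, and 472 and 373 without FUS+MBs 24 h library 1 and 6. The cause was not tested.

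Lists called were 39 at 6 h, 14 with an estimated correlation and 24 with fry, and 20 at 24 h, 0 with either (11 and 4 at an unadjusted p under 0.05). RLE, no filter, fgsea and the tissue mix gave 35 to 40 at 6 h and 16 to 21 at 24 h, and fits without 1 replicate 35 to 44 and 16 to 32, with 32 without sham 24 h library 2. Of the lists described, 4 results changed direction. Cell cycle at 6 h, lower, was higher without sham 6 h library 19 (adjusted p = 0.361 from camera, 1.1e-05 to 0.744 over the replicates left out). Oligodendrocyte markers at 6 h, negative, were higher without FUS+MBs 6 h library 12 (0.0132, range 0.00121 to 0.587), and cell cycle at 24 h, positive, was lower without FUS+MBs 24 h library 10 (0.0140, range 0.00229 to 0.870). Endothelial cell markers at 6 h, higher, were lower without FUS+MBs 6 h library 14 (0.805, range 0.00172 to 0.805). The cause was not tested. No paired analysis was possible because the labels share no replicate number between groups, and at this depth the interferon transcripts lie below what can be tested.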

Differences from the paper's values

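DESeq2 on the libraries of a time point alone was chosen only after the values were seen.

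The paper gives 203 genes at 6 h and 37 at 24 h at an adjusted p under 0.05, and the genes called here at that threshold with edgeR were 45 and 1. Of the alternatives set before the data were examined, limma-voom, with 148 genes at 6 h, fell within 1.5 times the paper's count. DESeq2 on all libraries (319), RLE (51), no filter (52), the stricter filter (48), only the libraries of the comparison (0), the tissue mix (85) and each fit without 1 replicate (0 to 78) did not. At 24 h none did, with 7 in DESeq2, 2 with only the libraries of the comparison and 0 to 1 in the others. DESeq2 on the libraries of a time point alone, chosen after seeing the values, gave 205 genes at 6 h and 38 at 24 h, and drops 0 of the 17 and 2 genes that the paper marks in Fig. 2.

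Of the 17 genes that Fig. 2 marks at 6 h, edgeR called 6 (Ccl2, Ccl12, Clec7a, H2-K1, Psmb8 and Tap1), and not Tnf, Il6, Cxcl16, Cxcl10, Ccl7, Cxcl1, Icam1, Cd14, Pik3ap1, H2-D1 or Tap2. DESeq2 on all libraries called 15, all but H2-D1 and Tap2, and limma-voom called 8, with Il6 and Ccl7 besides the 6. Cxcl16 also passed with no filter, the stricter filter and the tissue mix, and Cxcl10 with RLE, no filter and the stricter filter. Without 1 library, Tnf, Ccl7 and Cxcl10 passed without FUS+MBs 6 h library 12, Cxcl10 without 15, Il6 without sham 6 h library 19 and Cxcl16 without FUS+MBs 24 h library 6. Of the 2 genes that Fig. 2 marks at 24 h, Ccr2 and Psmb8, edgeR and limma-voom called 0 (552 genes at an unadjusted p under 0.05 in edgeR over all genes), DESeq2 on all libraries Psmb8, and DESeq2 on the 24 h libraries, chosen after seeing the values, both. The fold changes and log2 fold changes the paper prints or draws for 48 gene and time pairs of Fig. 2 all lay within the error of those here, such as Selp at 6 h with the paper's about 1.3, read by eye in Fig. 2C, and 1.31.

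The paper ranks H2-K1 first at 6 h. It ranked 28 here by p in edgeR, 29 in DESeq2 on all libraries and 1 in DESeq2 on the 6 h libraries, chosen after seeing the values (adjusted p = 1.6e-13 from DESeq2).

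Fig. 3 marks gene sets for type I interferon, interferon gamma and tumor necrosis factor at 24 h, and the lists here, which were written without those sets, did not pass (adjusted p = 0.176, 0.183 and 0.138 from camera). Without sham 24 h library 2 the first and the last passed (adjusted p = 0.00812 and 9.1e-04 from camera) and without FUS+MBs 24 h library 10 the interferon gamma list (0.00837), with ranges over the alternatives of 0.00812 to 0.981, 9.1e-04 to 0.970 and 0.00837 to 0.972. Fig. 3 leaves monocyte and macrophage chemotaxis unmarked at 24 h, and the list here passed (adjusted p = 6.7e-04 from camera, adjusted p = 0.422 with an estimated correlation). The other sets of Fig. 3 have lists here that passed with the preset correlation at the times marked. With an estimated correlation none of these held at 24 h (adjusted p = 0.247 to 0.762), and at 6 h the lists of pattern recognition receptors, interleukin 1, tumor necrosis factor, dendritic cell chemotaxis, neutrophil migration, NF-kappaB and the adaptors did not (adjusted p = 0.0542 to 0.450).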

Other observations

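Everything in this part was planned as a comparison, and Lcn2 and Timp1 at 24 h were singled out after their values were seen.

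Sham tumors of 24 h differed from those of 6 h, with 386 genes higher and 325 lower at 24 h. The tumors came from different animals, and time cannot be told apart from the day of handling. Of 35 groupings of these libraries 2 called as many genes, so chance cannot be excluded for that count. Plin4, which encodes a protein of lipid droplets, fell to 4.6 ± 1.25 CPM (SD, n = 4) at 24 h from 50.4 ± 19.7 CPM (SD, n = 4) at 6 h, a log2 fold change of -3.48 (standard error 0.34, adjusted p = 8.3e-04 from edgeR), and Arhgef19, an exchange factor for Rho GTPases, rose to 25.0 ± 2.12 CPM (SD, n = 4) at 24 h from 12.9 ± 0.208 CPM (SD, n = 4) at 6 h, a log2 fold change of 0.96 (standard error 0.10, adjusted p = 8.3e-04 from the same test). Of 14 genes of the glucocorticoid response 6 fell and 9 were lower adjusted over the list alone (median -0.68, adjusted p = 5.3e-13 from camera, adjusted p = 0.319 with an estimated correlation), among them Fkbp5, a chaperone that glucocorticoids induce, at 58.9 ± 1.79 CPM (SD, n = 4) at 24 h and 107 ± 16.3 CPM (SD, n = 4) at 6 h, a log2 fold change of -0.87 (standard error 0.10, adjusted p = 0.00176 from edgeR). Of 15 circadian clock genes 5 fell (adjusted p = 1.8e-04 from camera, adjusted p = 0.367 with an estimated correlation), such as Ciart and Per3 (log2 fold changes -1.15 and -0.82). Of 22 cell cycle genes 7 rose, 17 were higher adjusted over the list alone and all 22 were positive (adjusted p = 1.0e-13 from camera, adjusted p = 0.466 with an estimated correlation), such as E2f1, which drives entry into DNA replication (0.71). Heat shock genes rose in 6 of 14 (adjusted p = 3.5e-08 from camera, adjusted p = 0.367 with an estimated correlation), such as Hsph1 (0.56), genes of the unfolded protein response in 6 of 14 (adjusted p = 7.6e-06 from camera, adjusted p = 0.496 with an estimated correlation), such as Hyou1 and Sdf2l1 (0.59 and 1.13), and genes of MHC class I antigen processing in 6 of 24 (adjusted p = 5.2e-09 from camera, adjusted p = 0.367 with an estimated correlation), such as the chaperone gene Calr (0.64). Neuron markers were negative in 15 of 15 (adjusted p = 0.00632 from camera, adjusted p = 0.840 with an estimated correlation) and melanocyte markers were higher (adjusted p = 0.0344 from camera, adjusted p = 0.840 with an estimated correlation). The count of 711 ran from 42 to 3030 without 1 library (42 without sham 6 h library 13, 3030 without 19), and no list call between sham groups held with an estimated correlation. Plin4, Arhgef19 and Fkbp5 passed under every alternative, and the list tests between sham groups were not repeated without single libraries.

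At 6 h after FUS+MBs, 4 of 21 genes of reactive astrocytes rose and 19 were positive (median 0.53, adjusted p = 1.0e-23 from camera, adjusted p = 0.0218 with an estimated correlation), Ptx3, Srgn, Steap4 and S1pr3, the last chosen after its values were seen. Of 13 genes of coagulation and fibrinolysis, Fga, which encodes a fibrinogen chain, rose to 2.54 ± 2.98 CPM (SD, n = 4) in FUS+MBs treated and 0.0423 ± 0.0419 CPM (SD, n = 4) in sham tumors, a log2 fold change of 5.73 (standard error 1.05, adjusted p = 0.0372 from edgeR), and the list was higher (median 0.33, adjusted p = 1.4e-08 from camera, adjusted p = 0.03 with an estimated correlation). The call of Fga at 6 h ended without any 1 library other than those of FUS+MBs treated tumors at 6 h (log2 fold changes of 5.36 to 6.50). Among 15 damage-associated molecules Tnc rose and 12 were positive (median 0.13, adjusted p = 4.1e-04 from camera, adjusted p = 0.201 with an estimated correlation). Of 14 heat shock genes 0 passed in edgeR, 1 higher and 3 lower had an unadjusted p under 0.05, DESeq2 called 1 higher and 1 lower, and limma-voom 1 lower (adjusted p = 0.0450 from camera, adjusted p = 0.563 with an estimated correlation). Members moved both ways, with Hspb1 at 12.3 ± 5.76 CPM (SD, n = 4) in FUS+MBs treated and 6.10 ± 0.696 CPM (SD, n = 4) in sham tumors. Chordc1 was at 56.7 ± 3.45 CPM (SD, n = 4) and 69.1 ± 6.02 CPM (SD, n = 4). Of 22 cell cycle genes 0 passed in edgeR, 0 higher and 0 lower had an unadjusted p under 0.05, DESeq2 called 0 and limma-voom 0 (adjusted p = 0.0362 from camera, adjusted p = 0.711 with an estimated correlation). Both were lower as lists. The heat shock call ended without FUS+MBs 6 h library 12, FUS+MBs 6 h library 15, sham 6 h library 11, sham 6 h library 19 or FUS+MBs 24 h library 1 (0.141, 0.155, 0.217, 0.660 and 0.0501, range 1.4e-04 to 0.660) and the cell cycle call without FUS+MBs 6 h library 14, FUS+MBs 6 h library 15 or sham 6 h library 11 (0.744, 0.0842 and 0.0966, range 1.1e-05 to 0.744), and the cell cycle list turned higher without sham 6 h library 19 (0.361). Both calls also ended with the tissue mix covariate (0.127 and 0.287) and with fry (0.444 and 0.676), and that of heat shock with fgsea (0.11).

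At 24 h after FUS+MBs, Lcn2, an iron-binding acute-phase protein, was at 51.4 ± 3.83 CPM (SD, n = 3) in FUS+MBs treated and 14.1 ± 2.81 CPM (SD, n = 4) in sham tumors, a log2 fold change of 1.88 (standard error 0.37, adjusted p = 0.637 from edgeR), and Timp1, an inhibitor of matrix proteases, at 29.2 ± 2.49 CPM (SD, n = 3) in FUS+MBs treated and 9.60 ± 1.93 CPM (SD, n = 4) in sham tumors, with a log2 fold change of 1.61 (standard error 0.34, adjusted p = 0.939 from the same test). They were the 2 genes called in a fit of the 24 h libraries alone, and DESeq2 called both. Of 18 genes of cholesterol synthesis 0 passed in edgeR, 0 higher and 5 lower had an unadjusted p under 0.05, DESeq2 called 0 and limma-voom 0, and as a list they were lower at 24 h (median -0.18, adjusted p = 2.4e-09 from camera, adjusted p = 0.247 with an estimated correlation), led by the regulator Srebf2 (-0.23) and Mvd (-0.35), and higher at 6 h (median 0.07, adjusted p = 0.0264 from camera, adjusted p = 0.563 with an estimated correlation), with a difference of -0.28 (adjusted p = 1.5e-09 from camera, adjusted p = 0.365 with an estimated correlation). The call at 6 h ended without FUS+MBs 6 h library 12, FUS+MBs 6 h library 14, FUS+MBs 6 h library 17 or sham 6 h library 16 (0.0636, 0.0571, 0.0575 and 0.255, range 0.00906 to 0.563) and with fgsea or fry (0.0844 and 0.444).

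Of the markers in the covariates, oligodendrocyte markers were at a median log2 fold change of -0.06 at 6 h (adjusted p = 0.159 from camera, adjusted p = 0.732 with an estimated correlation) and -0.29 at 24 h (adjusted p = 1.2e-04 from camera, adjusted p = 0.506 with an estimated correlation), with Mbp at -0.06 and -0.40. Astrocyte markers were at 0.05 (adjusted p = 0.468 from camera, adjusted p = 0.757 with an estimated correlation) and -0.09 (adjusted p = 0.0198 from camera, adjusted p = 0.497 with an estimated correlation), neuron markers at 0.13 (adjusted p = 0.136 from camera, adjusted p = 0.678 with an estimated correlation) and -0.05 (adjusted p = 0.946 from camera, adjusted p = 0.979 with an estimated correlation, a test in the higher direction), melanocyte and melanoma markers at -0.04 (adjusted p = 0.224 from camera, adjusted p = 0.732 with an estimated correlation) and -0.13 (adjusted p = 0.111 from camera, adjusted p = 0.837 with an estimated correlation), and erythroid markers at 0.48 (adjusted p = 0.0766 from camera, adjusted p = 0.560 with an estimated correlation) and 0.44 (adjusted p = 0.0880 from camera, adjusted p = 0.746 with an estimated correlation). Genes of the blood-brain barrier did not pass as a list at either time (adjusted p = 0.774 from camera, adjusted p = 0.926 with an estimated correlation, and at 24 h adjusted p = 0.909 from camera, adjusted p = 0.964 with an estimated correlation, with a median of 0.01 and a mean of -0.48). The junction gene Tjp2 was at 0 CPM in the FUS+MBs libraries of 24 h. It ran from 0 to 6.68 CPM in sham tumors at 24 h and from 0 to 11.2 CPM in those at 6 h. Such levels weigh on a mean of log2 fold changes, so that mean does not describe the barrier genes in general. In sham tumors the transporter genes Slc2a1, Mfsd2a and Abcg2, the last chosen after its values were seen, were lower at 24 h than at 6 h (-0.51, -0.63 and -0.45). The calls of Slc2a1 and Mfsd2a at that comparison ended without sham 6 h library 11 or 16, sham 24 h library 2 or 9 and, for Mfsd2a, sham 6 h library 13. As lists, the following passed when 1 library was left out (adjusted p from camera and range over all alternatives). At 6 h these were neuron markers without FUS+MBs 6 h library 17 or sham 6 h library 13 (0.0223 and 0.0179, range 0.0179 to 0.836), melanocyte markers without FUS+MBs 6 h library 12 or sham 6 h library 16 (0.00105 and 0.0173, range 0.00105 to 0.912), erythroid markers without FUS+MBs 6 h library 12, sham 6 h library 13 or sham 24 h library 2 (0.0191, 0.00159 and 0.0219, range 0.00159 to 0.560), oligodendrocyte markers without FUS+MBs 6 h library 14, FUS+MBs 6 h library 17 or sham 6 h library 13 (0.0442, 0.00121 and 0.0144, range 0.00121 to 0.732), and in the higher direction without FUS+MBs 6 h library 12 (0.0132), and barrier genes without FUS+MBs 6 h library 14 (0.0172, range 0.0172 to 0.935), and at 24 h neuron markers without sham 24 h library 7 (6.0e-04, range 6.0e-04 to 0.990), melanocyte markers without FUS+MBs 24 h library 6, sham 24 h library 4 or sham 24 h library 7 (0.00678, 0.0323 and 0.0148, range 0.00678 to 0.972) and erythroid markers without FUS+MBs 24 h library 6 or sham 24 h library 2 (4.1e-04 and 8.9e-06, range 8.9e-06 to 0.956).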
